# Integrated analysis of the local and systemic changes preceding the development of post-partum cytological endometritis

**DOI:** 10.1186/s12864-015-1967-5

**Published:** 2015-10-19

**Authors:** Cathriona Foley, Aspinas Chapwanya, John J. Callanan, Ronan Whiston, Raúl Miranda-CasoLuengo, Junnan Lu, Wim G. Meijer, David J. Lynn, Cliona O’ Farrelly, Kieran G. Meade

## Abstract

**Background:**

The regulation of endometrial inflammation has important consequences for the resumption of bovine fertility postpartum. All cows experience bacterial influx into the uterus after calving; however a significant proportion fail to clear infection leading to the development of cytological endometritis (CE) and compromised fertility. We hypothesised that early immunological changes could not only act as potential prognostic biomarkers for the subsequent development of disease but also shed light on the pathogenesis of endometritis in the postpartum dairy cow.

**Methods:**

Endometrial biopsy RNA was extracted from 15 cows at 7 and 21 days postpartum (DPP), using the Qiagen RNeasy^®^ Plus Mini kit and quality determined using an Agilent 2100 bioanalyser. Disease status was determined by histpathology based on inflammatory cell infiltrate. RNA-seq of both mRNA and miRNA libraries were performed on an Illumina® HiSeq^™^ 2000. Paired reads were aligned to the bovine genome with Bowtie2 and differentially expressed genes were identified using EdgeR. Significantly over-represented Gene Ontology terms were identified using GO-seq, and pathway analysis was performed using KEGG. Quanititative real-time PCR was also performed for validation (ABI 7500 fast). Haematology was assessed using an automated ADVIA 2120 analyser. Serum proteins were evaluated by ELISA and metabolite analysis was performed using a Beckman Coulter AU 400 clinical analyser. Terminal-restriction fragment length polymorphism (T-RFLP) was used to obtain fingerprints of the microbial communities present.

**Results:**

Next-generation sequencing from endometrial biopsies taken at 7 DPP identified significant induction of inflammatory gene expression in all cows. Despite the common inflammatory profile and enrichment of the *Toll-like receptor* and *NFκB* pathways, 73 genes and 31 miRNAs were significantly differentially expressed between healthy cows (HC, *n* = 9) and cows which subsequently developed CE at 7 DPP (*n* = 6, FDR < 0.1). While significant differential expression of 4197 genes in the transcriptome of healthy cows between 7 and 21 DPP showed the transition from a proinflammatory to tissue profliferation and repair, only 31 genes were differentially expressed in cows with CE (FDR < 0.1), indicating the arrest of such a transition. A link betwene the dysregulated inflammatory response and the composition of the uterine microbial communities was suggested by the presence of significant differences in uterine bacterial tRFLP profiles between HC and CE groups. Furthermore, inflammatory activity was not confined to the uterus; decreased circulating granulocytes and increased Acute Phase Protein (SAA and HP) expression levels were detected in plasma at 7 DPP in cows that developed CE.

**Conclusion:**

Our data suggests that the IL1 and IL17 inflammatory cascade activated early postpartum is resolved thereby restoring homeostasis in healthy cows by 21 DPP, but this transition fails to occur in cows which develop CE. Despite a common early inflammatory profile, elevated and differential expression of specific immune genes may identify cows at risk of prolonged inflammation and the development of CE postpartum.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1967-5) contains supplementary material, which is available to authorized users.

## Background

The complex aetiology of postpartum uterine disease involves multifactorial host and pathogen factors. Occurring at a time of tremendous physiological change as a result of calving, the transition cow is also shifting from a state of immune quiescence that characterises the reproductive tract during pregnancy [1] to heightened immune activation in response to bacterial colonisation of the postpartum uterus. Massive tissue remodelling occurs and the restoration of tissue and immunological homeostasis [2] is necessary before fertilisation can occur and the uterus can support a new pregnancy. In parallel, the transition cow is mobilising tremendous tissue energy reserves to support the change from a non-lactating state to peak milk production.

We and others have demonstrated significant upregulation of several inflammatory mechanisms in the healthy bovine uterus and have suggested that these mechanisms are required for normal involution, tissue remodelling and return of the uterus to a pregnancy-receptive state [3, 4]. Lower proinflammatory gene expression in the early postpartum period may contribute to delayed bacterial clearance and endometritis [5], although higher proinflammatory gene expression (*IL1a*, *IL1b* and *TLR4*) in the first week postpartum has also been reported in cows that developed persistent endometritis [6]. However, the point at which inflammation shifts from physiological to pathological during the development of uterine disease remains to be understood [3, 7].

Anaerobic and aerobic Gram-positive and Gram-negative bacteria are present in the uterus of more than 90 % of cows in the first two weeks postpartum [8, 9], although the complexity of the microbial population and the differentiation between commensal and potentially pathogenic strains is only emerging [10, 11]. Factors governing susceptibility to the development of disease are poorly understood although it is estimated that up to 50 % of dairy cows are affected by some form of vaginal, cervical or uterine disease after calving. The load and species composition of the causitive bacteria will likely play critical roles in driving and also regulating local inflammatory responses within the endometrium. The temporal kinetics and regulation of these changes will influence the efficacy of the immune response, the degree of resultant uterine pathology and the timeframe in which normal reproductive function can be restored.

Manifestations of uterine disease span from clinical metritis or purulent vaginal discharge (PVD), occurring in the immediate postpartum period to sub-clinical or cytological endometritis (CE) which is usually diagnosed from 21 days postpartum (DPP) [12, 13]. Clinical manifestations of uterine disease are associated with prolonged uterine involution, reduced fertility and poorer production [14]. However, the effects of CE on subsequent fertility are not as apparent, which is due to the ability of some cows to resolve sub-clinical infection [15] and also partly accounted for by the various definition of disease used, diagnostic method and time at which disease is assessed. However a meta-analysis of 23 studies found that endometritis increased by 15 the mean number of days a cow was not in calf, decreased the relative risk of pregnancy (at 150 days in milk) by almost one-third and reduced the rate at which cows became pregnant by 16 % [16].

Given the high nutrient demands of the postpartum dairy cow, it is not surprising that recent studies have attributed the development of CE to a physiological dysfunction as a result of inadequate energy supply [15]. However other analysts attribute the rationale for the development of endometritis to high uterine bacterial load and compromised immune function [17]. While there is certainly a genetic component underlying disease susceptibility [18, 19], the interactions between the physiology of the cow, the host immune system and the bacterial challenge will all affect the outcome of uterine infection.

We propose that dysregulated inflammatory responses to local bacterial colonisation early postpartum facilitates the development of endometritis. Following calving, efficient mobilisation of immune cells is required to clear bacterial infection from the uterus, and innate immunity facilitated by polymorphonuclear leukocytes (PMN) is regarded as the predominant mechanism of early defence in the involuting uterus [20]. We have previously demonstrated the induction of specific proinflammatory cytokines and chemokines in cows with inflamed uteri [3, 21], and pan-genomic transcriptomic analysis of uterine biopsies showed a switch from a pro-inflammatory immune response to a tissue remodelling and repair phenotype in healthy beef breed cows [22]. In the present study, we focus on endometrial tissue from dairy cows, with and without CE. Using next-generation sequencing, we have profiled the temporal changes in mRNA gene and miRNA expression at two time points in uterine biopsies with a view to defining differentially expressed inflammatory genes and pathways at 7 DPP which may predict cows at risk of developing uterine disease.

## Results

### Divergent mRNA and miRNA expression profiles at 7 DPP between HC cows and cows that subsequently develop CE

Uterine biopsies were graded by the degree of immune cell infiltrate into the endometrium at 21 DPP (Fig. 1). Cows yielding low and high scores (0–3 where 3 represents high infiltration of PMN into the epithelial and stromal layers of the endometrium) were assigned to either the healthy control (HC) or cytological endometritis (CE) groups, respectively. Transcriptomic datasets were then generated to assess the differential expression of both genes and miRNA between 7 and 21 DPP. Summary statistics for these 30 mRNA and 20 miRNA libraries are shown in Additional file 1: Table S1. 

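The mRNA data are 30 libraries, 1 from each of 15 Holstein-Friesian cows at 7 DPP and 1 at 21 DPP, made from endometrial biopsies of 9 HC and 6 CE cows. The authors estimated the distance between mates with TopHat, aligned the read pairs to the UMD assembly with Bowtie2, kept pairs that mapped uniquely and concordantly, and counted them per Ensembl gene with HTSeq-count, without use of strand. The deposited table holds whole-number counts for 24616 Ensembl genes, of which 3366 had no count in any library. Total counts per library were 13590152 to 24016183 in HC at 7 DPP (median 20244296) and 14048221 to 19629558 in HC at 21 DPP (median 17074780). In CE they were 13254197 to 22823584 at 7 DPP (median 16259747) and 12943889 to 18949244 at 21 DPP (median 15728513). Counts were normalized by TMM, a scaling that sets aside genes with extreme ratios between libraries. Genes above 1 CPM (counts scaled to the size of the library) in all but 1 of the libraries of the smaller group were tested. Groups were compared with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.1, and a gene's adjusted p is from this test unless another one is named. Log2 FC is CE over HC or 21 over 7 DPP, SE is its standard error, and levels are the mean ± SD over cows of TMM-normalized CPM. Each cow gave 1 library per day, so the spread within a group is that between cows. Other settings included edgeR's exact test and likelihood ratio test, DESeq2, limma voom with sample quality weights, RNA integrity (RIN) as a covariate, the cow as a block between days, and each cow left out in turn. Ensembl IDs were named through the study's own tables, which pair 2038 IDs (8.28%) with a symbol and list mainly genes the study called. Counts over gene lists therefore describe those genes and are not independent evidence of a list's direction. Days were taken from the sample records. Table S1 gives the same totals of gene counts, but for 10 of the 15 cows it lists the total of the 7 DPP library at 21 DPP and the reverse (HC 720, 728, 759, 783, 802, 803 and 808, and CE 727, 809 and 812).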

Gene expression results are graphically represented in Fig. 2a and tabulated in Additional file 2: Table S2. Results of bioinformatic analysis of the mRNA and miRNA transcriptomic data are shown in additional supplementary tables (pathway analysis - Additional file 3: Table S3; gene ontology enrichment analysis—Additional file 4: Table S4; DEG miRNA—Additional file 5: Table S5).

**Fig. 1:**
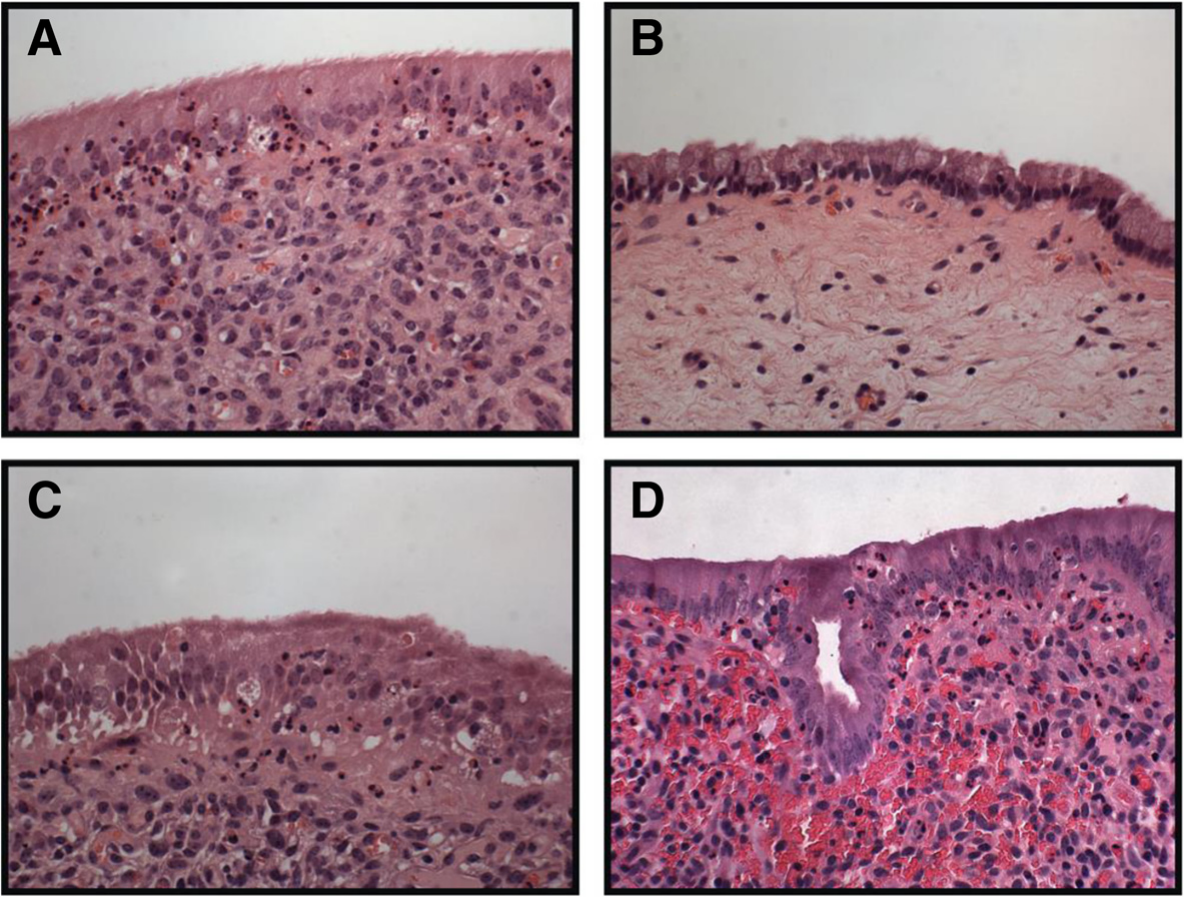
Histological Analysis of Biospies Acccording to Leukocyte Infiltration into the Epithelial and Stromal Layers of the Uterus. **a** and **c** Representative histological classification of endometrial biopsies at 7 DPP shows significant immune cell infiltrate. **b** This influx of leukocytes is not apparent in HC cows, which have resolved inflammation by 21 DPP. **d** Cows that develop CE however, have sustained immune cell infiltrate in the endometrium at 21 DPP. Magnification shown in 400×

**Fig. 2:**
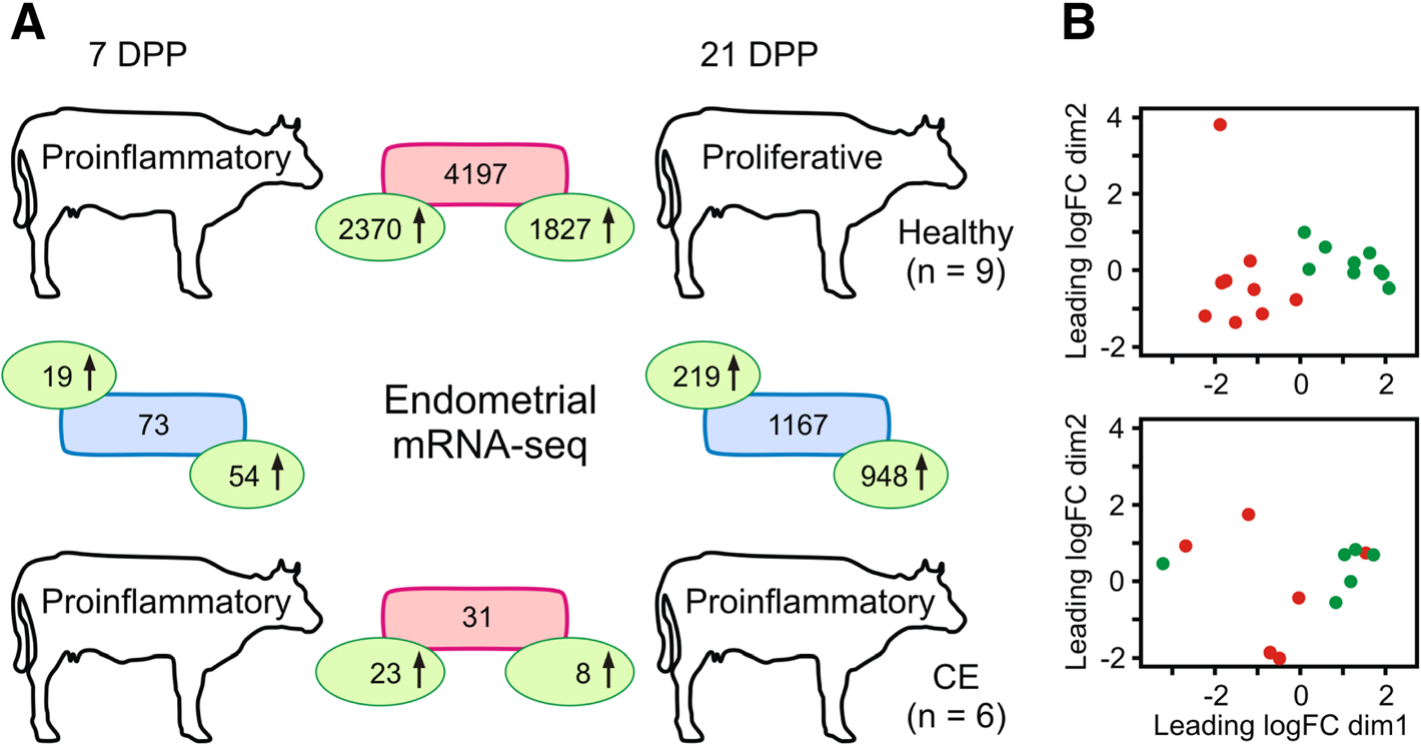
Next-Generation Sequencing (NGS) of messenger RNA from Uterine Biopsies at both 7 and 21 DPP. **a** *top panel* High numbers of genes are differentially expressed in the endometrium from the HC (healthy) group between 7 and 21 DPP, whereas (*bottom panel*) the same transition in gene expression profile between time points is not present in cows that develop CE. The numbers of significantly differentially expressed genes between groups at both postpartum time points are shown (FDR < 0.1). Within group comparisons are shown in red boxes, and between group comparisons are in blue boxes. The numbers in green ovals show the direction in relative gene expression between comparisons. **b** MDS plots generated from endometrial RNA-seq data shows clearer clustering of 7 and 21 DPP time points for the HC group (*top panel*) than for the CE group (*bottom panel*). Nine HC (healthy control) endometrial samples at both 7 DPP (red) and corresponding same animal sample at 21 DPP (green) and **b** six CE (cytologically endometritic) cows at the same two time points are shown. Corresponding gene lists are shown in Additional file 2: Table S2

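Of the 5676 genes that differed between 7 and 21 DPP in HC cows, 5600 were also tested in CE cows, and 4610 of these (82.3%) had a log2 FC of the same sign there. Turned so that the HC change is positive, the median log2 FC of these genes was 0.63 in HC (n = 9) and 0.21 in CE (n = 6). MMP13, a collagenase, went from 193 ± 98.5 to 4.39 ± 5.43 CPM in HC and from 197 ± 61.8 to 54.7 ± 63.4 CPM in CE, and was lower at 21 DPP in all 9 HC and all 6 CE cows. IHH, a hedgehog ligand of the uterine epithelium, went from 1.52 ± 1.19 to 55.9 ± 40.4 CPM in HC, higher at 21 DPP in all 9 cows, and from 2.27 ± 3.08 to 25.6 ± 20.7 CPM in CE, higher in 5 of 6 cows. Because genes picked on HC cows carry inflated HC values, genes were also picked on 5 HC cows drawn at random, in 20 draws. Their median log2 FC was then 0.70 in the other 4 HC cows, with 94.3% of the genes of the same sign, and 0.27 in CE cows, with 84.9%. Without CE cow 809, chosen after seeing the data, the CE values were 0.43 and 89.7%, and over the genes called in all HC cows 0.37 and 90.1%. Per cow, the median change over the HC genes was 0.53 ± 0.15 in HC and 0.24 ± 0.40 in CE (SD; exact permutation test over cows, two-sided, p = 0.0561). CE cow 809 was the 1 cow with a negative median, at -0.43, and without it the CE mean was 0.37 (exact permutation p = 0.181). The exact permutation p was 0.0175 without CE cow 812, 0.0220 without CE cow 727, 0.0425 without CE cow 673 and 0.0300 without HC cow 720. Without each of the remaining cows it was 0.0573 (HC cow 728) to 0.114 (CE cow 340). For an HC cow left out, its score alone was dropped, and the genes scored in the other cows were not picked anew. The permutations shuffled these scores and did not pick genes anew either. Gene by gene, the interaction of group and day passed for 0 of 15417 genes by edgeR's quasi-likelihood test (1465 at an unadjusted p under 0.05, smallest adjusted p 0.322). It passed for 33 genes by the likelihood ratio test and 69 by DESeq2. From the numbers of DEG within each group, the paper concludes that the transition between the 2 time points is not present in cows that develop CE. It also draws on histology with sustained infiltrate at 21 DPP, MDS plots, heat maps and qRT-PCR.

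**Figure D1:**
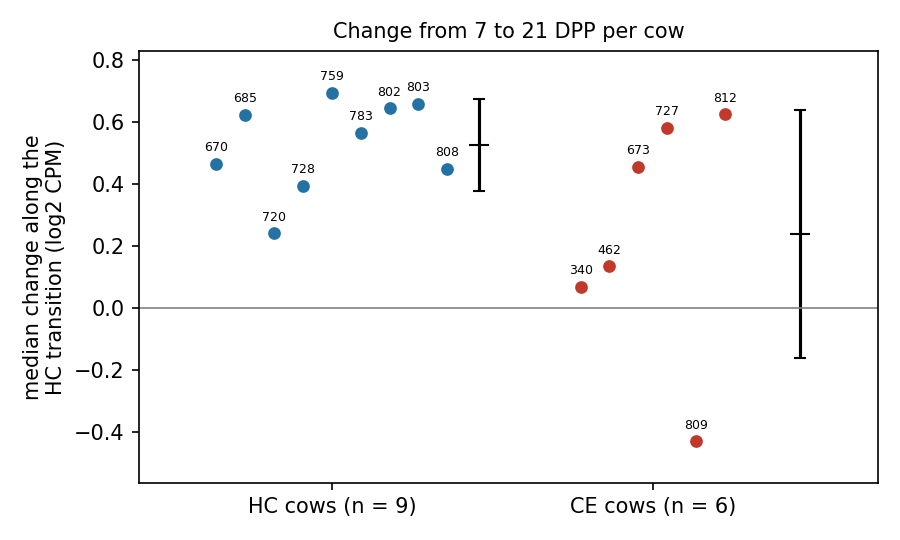
Median change from 7 to 21 DPP per cow, in log2 CPM, over the genes called between the 2 days in HC cows and turned so that the HC change is positive. For an HC cow the genes were called without that cow. Points are cows with their tags, and bars to the right show the mean and SD of each group; the 9 HC cows lie between 0.24 and 0.69, and CE cow 809 at -0.43 lies below 0.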

Only 73 genes were significantly differentially expressed between the CE and HC animals at 7 DPP, and the majority (54) are increased in expression in the cows that subsequently developed CE (Fig. 2a). 

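At 7 DPP no gene passed between CE and HC by edgeR's quasi-likelihood test, out of 14804 tested (n = 6 CE and 9 HC cows). At an unadjusted p under 0.05 there were 765 genes, and the smallest adjusted p was 0.347. The exact test called 73 genes, 54 higher and 19 lower in CE, and all 73 had an unadjusted p under 0.05 and the same sign in the quasi-likelihood fit. The likelihood ratio test called 22 genes (15 higher, 7 lower), DESeq2 80 (45 higher, 35 lower) and limma voom 0. COL4A3, a chain of basement membrane collagen, stood at 0.965 ± 0.788 CPM in CE and 8.49 ± 6.28 CPM in HC, log2 FC -3.10 (SE 0.70, adjusted p = 0.769). KRT14, a keratin of basal cells in stratified epithelium, stood at 11.9 ± 23.7 and 0.443 ± 0.773 CPM, log2 FC 4.78 (SE 1.26, adjusted p = 0.769). Both passed by the exact test (adjusted p 0.00320 and 0.00515), by the likelihood ratio test (0.0172 and 0.0490) and by DESeq2 (8.2e-04 and 0.0165). In 30 of the 54 genes that the exact test called higher in CE, 1 library held over 50% of the CPM of the 6 CE libraries (55.6%, against 515 of the 7801 tested genes with a positive log2 FC). This share concerns genes higher in CE and does not speak to single libraries behind the 19 called lower. Only 4 genes (0.0270%) did not overlap between the 6 CE and 9 HC cows, where chance gives 0.0400%. With 1 cow left out, the quasi-likelihood test called 1 gene without CE cow 673 and none otherwise. The same for the exact test, chosen after seeing the data, gave more than 1.5 times as many genes without CE cow 340 (166), HC cow 670 (526), CE cow 673 (150) and HC cow 802 (204), and fewer than 1 in 1.5 without HC cow 685 (40), CE cow 727 (29), HC cow 728 (34), HC cow 759 (45), HC cow 783 (43) and HC cow 808 (39). KRT14 had a log2 FC of 2.43 without CE cow 462.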

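In CE at 7 DPP the serine protease genes PRSS27 (ENSBTAG00000040394) and TMPRSS11D (ENSBTAG00000001925), both expressed in squamous epithelia, had log2 FC of 4.69 (SE 1.12) and 5.04 (SE 1.22) over HC. TMPRSS11D stood at 11.0 ± 23.6 CPM in the 6 CE cows and at 0.346 ± 0.391 CPM in the 9 HC cows. APOBEC3A (ENSBTAG00000037800), a cytidine deaminase that acts against viruses, had log2 FC 4.10 (SE 1.01, adjusted p = 0.769), and SLC7A10 (ENSBTAG00000046544), an amino acid transporter, log2 FC 3.53 (SE 0.87, adjusted p = 0.769). On the HC side, COL4A4 (ENSBTAG00000021310), a collagen chain of basement membranes, had log2 FC -2.96 (SE 0.62, adjusted p = 0.769), at 4.77 ± 3.37 CPM in CE and 38.4 ± 24.1 CPM in HC. None passed over all genes by edgeR's quasi-likelihood test. All 5 passed by the exact test (adjusted p 9.5e-04 to 0.00250) and the likelihood ratio test (0.00900 to 0.0279), and all but TMPRSS11D passed by DESeq2 (2.3e-04 to 0.0156). PRSS27 and TMPRSS11D had log2 FC of 2.56 and 2.05 without CE cow 462.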

A full list of DEG is given in Additional file 2: Table S2 but of the top 10 most significantly DEG, expression of seven genes are increased, and three are decreased in CE at 7 DPP (thereby increased in HC) [Table 1]. Several immune-related genes were differentially increased in CE, the most significant of which was *MASP1* (log_2_ FC 1.9), which encodes an enzyme involved in the lectin pathway of the complement system. 

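MASP1 (ENSBTAG00000012467) stood at 158 ± 60.3 CPM in CE at 7 DPP (n = 6) and 44.7 ± 27.3 CPM in HC (n = 9), log2 FC 1.86 (SE 0.40, adjusted p = 0.769). At 21 DPP its level was 72.9 ± 74.7 CPM in CE and 44.2 ± 18.9 CPM in HC. Left out in turn, no cow brought MASP1 under the threshold of edgeR's quasi-likelihood test, and its log2 FC stayed between 1.59 and 2.18. It passed by the exact test (adjusted p = 0.00178), the likelihood ratio test (0.0172) and DESeq2 (0.0117). Of 18 genes of the complement list, none passed over all genes and 1 was higher in CE when adjusted over the list alone. All 10 genes of Table 1 passed when adjusted over that table alone, but the study chose it on these cows, so the count is not independent evidence.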

The immunoglobulin superfamily member 10 gene (*IGSF10*, log_2_ FC 2.4), interferon gamma-inducible protein 47 gene (*IFI47*) and *MZB1* gene, encoding marginal zone B and B1 cell-specific protein are also significantly increased (log_2_ FC 3.0). 

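IGSF10 (ENSBTAG00000001728) stood at 88.8 ± 92.7 CPM in CE and 17.1 ± 12.9 CPM in HC at 7 DPP, log2 FC 2.37 (SE 0.73, adjusted p = 0.785). IFI47 (ENSBTAG00000015727), a gene induced by interferon gamma, had log2 FC 1.98 (SE 0.59, adjusted p = 0.769). MZB1 (ENSBTAG00000038337), a chaperone for immunoglobulin in B cells and plasma cells, stood at 130.0 ± 172 against 15.9 ± 19.2 CPM, log2 FC 2.99 (SE 0.94, adjusted p = 0.792) (n = 6 CE and 9 HC cows). The 3 genes passed by the exact test (adjusted p 0.0270 to 0.0461) and MZB1 by DESeq2 (0.0922), and none by edgeR's quasi-likelihood test.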

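CD27, a TNF receptor family member of memory B and T cells, had log2 FC 2.69 (SE 0.79, adjusted p = 0.769) at 7 DPP, and CD69, an early activation marker of lymphocytes, log2 FC 2.11 (SE 0.57, adjusted p = 0.769). CD79A and CD79B had log2 FC of 3.04 (SE 0.78, adjusted p = 0.769) and 3.16 (SE 0.87, adjusted p = 0.769). CD79A stood at 30.3 ± 40.3 CPM in CE (n = 6) and 3.69 ± 2.81 CPM in HC (n = 9), and CD79B at 10.4 ± 14.2 and 1.18 ± 1.31 CPM. All 4 passed by the exact test (adjusted p 0.00382 to 0.0270) and DESeq2 (0.0225 to 0.0807), CD79A and CD79B also by the likelihood ratio test (0.0375 and 0.0846), and none by edgeR's quasi-likelihood test.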

In conjunction, increased expression of *CD27*, *CD69*, *CD79A* and *CD79B* all point toward increased B-cell activation in the animals that subsequently develop CE. The latter two genes encode a dimer associated with membrane-bound immunoglobulin in B-cells, thus forming the B-cell antigen receptor (BCR). Furthermore, the *POU2AF1* gene*-* a transcriptional coactivator essential for the response of B-cells to antigens was significantly increased. 

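POU2AF1 (ENSBTAG00000006282) stood at 53.4 ± 73.1 CPM in CE (n = 6) and 4.09 ± 4.38 CPM in HC (n = 9) at 7 DPP, log2 FC 3.68 (SE 0.96, adjusted p = 0.769). IRF4, a transcription factor needed for plasma cells, had log2 FC 2.91 (SE 0.76, adjusted p = 0.769). Both passed by the exact test (adjusted p 0.00281 and 0.0144), the likelihood ratio test (0.0376 and 0.0564) and DESeq2 (0.0184 and 0.0377). Of 19 tested genes of the B cell and plasma cell list, none passed over all genes by edgeR's quasi-likelihood test, and 11 were higher and 1 lower in CE when adjusted over the list alone. Of 10 T cell and NK cell genes, 6 were higher when adjusted over the list alone. The IDs of both lists were named mainly from genes the study called, so these counts are not independent evidence. From the B-cell genes, the paper proposes increased B-cell activation in the animals that later developed CE.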

Seven KEGG pathways were identified as significantly enriched with differentially expressed genes from this dataset (FDR < 0.1). The most significantly enriched pathway identified was *Neuroactive ligand-receptor interaction* and the second was *B-cell receptor signalling* (Additional file 3: Table S3). 

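CYP26A1 (ENSBTAG00000021118), the enzyme that breaks down retinoic acid, stood at 13.8 ± 16.5 CPM in HC (n = 9) and 0.481 ± 0.435 CPM in CE (n = 6) at 7 DPP, log2 FC -4.77 (SE 1.10, adjusted p = 0.769). ALDH1A2, which makes retinoic acid, had log2 FC -1.75 (SE 0.57, adjusted p = 0.792). CYP26A1 passed by the exact test (adjusted p = 0.00178), the likelihood ratio test (0.0172) and DESeq2 (1.6e-04), ALDH1A2 by the exact test (0.0922), and neither by edgeR's quasi-likelihood test. Of 5 tested genes of retinoid metabolism, 1 was higher and 2 lower in CE when adjusted over the list alone.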

Of the 19 genes with increased expression in the HC animals (Additional file 2: Table S2), *cytochrome P450, family 26, subfamily A, polypeptide 1* (*CYP26A1*) was the most highly differentially expressed, with a log_2_ FC of 4.7 (Table 1). This gene encodes a monooxygenase, the physiological role of which is to regulate the cellular levels of retinoic acid [23]. Increased expression of the *NPPC* gene was also detected, and this gene encodes natriuretic peptide precursor C which has been shown to stimulate ovarian follicle development [24].

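NPPC (ENSBTAG00000003253) stood at 11.3 ± 8.98 CPM in HC (n = 9) and 0.924 ± 1.12 CPM in CE (n = 6) at 7 DPP, log2 FC -3.57 (SE 0.82, adjusted p = 0.769). It passed by the exact test (adjusted p = 0.00220), the likelihood ratio test (0.0172) and DESeq2 (7.1e-04), but not by edgeR's quasi-likelihood test with all 15 cows or with any 1 cow left out.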

**Table 1:** Top 10 DEG (FDR >0.01) between HC and CE samples at 7 DPP

Gene symbol	Ensembl ID	Gene name	log_2_ FC	FDR
Increased in CE at 7DPP				
*MASP1*	ENSBTAG00000012467	Mannose-associated serine protease 1	1.86	0.001764
*PRSS27*	ENSBTAG00000040394	Protease, serine 27	4.69	0.001764
*TMPRSS11D*	ENSBTAG00000001925	Transmembrane protease, serine 11D	5.02	0.002132
*APOBEC3A*	ENSBTAG00000037800	Apolipoprotein B mRNA editing enzyme, catalytic polypeptide-like 3A	4.10	0.002193
*Unknown*	ENSBTAG00000038520	-	4.74	0.002193
*SLC7A10*	ENSBTAG00000046544	Solute carrier family 7, member 10	3.53	0.002492
*POU2AF1*	ENSBTAG00000006282	POU class 2 associating factor 1	3.67	0.002819
Increased in HC at 7DPP				
*COL4A4*	ENSBTAG00000021310	Collagen, type IV, alpha 4	2.95	0.000950
*CYP26A1*	ENSBTAG00000021118	Cytochrome P450, family 26, subfamily a, polypeptide 1	4.75	0.001764
*NPPC*	ENSBTAG00000003253	Natriuretic peptide C	3.56	0.002193

The expression of 31 miRNAs differentiated between CE and HC animals at 7 DPP, with no endometrial miRNAs being differentially expressed at 21 DPP (FDR < 0.1). Of the differentially expressed miRNA, 26 were increased in CE and five were increased in HC. This number is reduced to 14 and 3, respectively, when a log_2_ FC filter of >1.5 is applied to exclude lowly differentially expressed miRNA (Table 2). Consistent upregulation of the *bta-mir-200* family members was detected in CE endometrial samples, including *bta-mir-200b*, *bta-mir-200c* and *bta-mir-205* (log_2_ FC 7.6). In HC samples, upregulation of *bta-mir-424*, *bta-mir-450b* and *bta-mir-542* was detected.

**Table 2:** DEG miRNA 7DPP between groups (log_2_ FC >1.5)

miRNA name	Ensembl ID	log_2_ FC	FDR
Increased in CE at 7 DPP			
bta-let-7c	ENSBTAG00000029912	1.8	0.050435
bta-mir-31	ENSBTAG00000047544	2.0	0.014096
bta-mir-34b	ENSBTAG00000029856	2.4	0.0257
bta-mir-96	ENSBTAG00000029977	1.7	0.014096
bta-mir-144	ENSBTAG00000029953	1.6	0.064382
bta-mir-147	ENSBTAG00000036401	1.5	0.032079
bta-mir-183	ENSBTAG00000029762	1.5	0.036838
bta-mir-197	ENSBTAG00000029921	2.2	0.000236
bta-mir-200b	ENSBTAG00000030062	1.6	0.036952
bta-mir-200c	ENSBTAG00000029959	2.1	0.012538
bta-mir-205	ENSBTAG00000029854	7.6	6.31E-05
bta-mir-375	ENSBTAG00000029763	3.3	0.000236
bta-mir-451	ENSBTAG00000036414	2.0	0.02058
bta-mir-486	ENSBTAG00000037264	1.9	0.014096
Increased in HC at 7 DPP			
bta-mir-424	ENSBTAG00000036419	2.1	0.012538
bta-mir-450b	ENSBTAG00000043695	1.8	0.043424
bta-mir-542	ENSBTAG00000030024	1.8	0.0257

### Prolonged cytokine signalling, β-defensin and S100 Antimicrobial Peptide expression in CE cows at 21 DPP

At 21 DPP, 1167 genes were significantly differentially expressed between HC and cows diagnosed with CE (Additional file 2: Table S2). 

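At 21 DPP, TMC8 stood at 25.5 ± 7.53 CPM in CE (n = 6) and 12.3 ± 3.27 CPM in HC (n = 9), log2 FC 1.17 (SE 0.19, adjusted p = 0.0482). PLAU, the urokinase that activates plasminogen, stood at 188 ± 127 against 53.3 ± 23.0 CPM, log2 FC 1.95 (SE 0.38, adjusted p = 0.0482). TNFRSF21, a death receptor, had log2 FC 1.28 (SE 0.24, adjusted p = 0.0482), LEPROTL1, a regulator of receptor transport, log2 FC 0.52 (SE 0.092, adjusted p = 0.0482), and ECM1, an extracellular matrix protein, log2 FC 2.47 (SE 0.44, adjusted p = 0.0482). Of 34 tested lysosome genes, with IDs named mainly through genes the study called, 18 did not pass and none were lower in CE. The other 16 were higher in CE than in HC (33 when adjusted over the list alone). Among them HEXA, a subunit of a glycosidase, stood at 121 ± 12.6 against 95.1 ± 10.2 CPM, log2 FC 0.47 (SE 0.10, adjusted p = 0.0482), and the proteases CTSA and LGMN had log2 FC of 0.64 (SE 0.13, adjusted p = 0.0482) and 0.63 (SE 0.11, adjusted p = 0.0482). In all, 877 of 14960 genes passed by edgeR's quasi-likelihood test, with a smallest adjusted p of 0.0482, 3249 had an unadjusted p under 0.05 and 159 had a log2 FC beyond ±2. The exact test called 1167 genes, of which 686 were among the 877, DESeq2 called 1829, the likelihood ratio test 1389 and limma voom 462, and at an adjusted p under 0.05 there were 83. Between the 6 CE and 9 HC cows, 47 genes (0.314%) did not overlap, where chance gives 0.0400%. No gene passed without CE cow 462 (smallest adjusted p 0.142) or HC cow 670 (0.112), though the 877 genes kept their sign there (875 of them tested without HC cow 670), with a median size of the log2 FC of 0.83 and 0.91 against 0.98. The count was 79 without HC cow 783, 101 without HC cow 759, 141 without CE cow 340, 359 without HC cow 685, 407 without HC cow 728, 581 without HC cow 720 and 1816 without CE cow 673. With RIN as a covariate 760 genes passed, and 0 with each RIN taken at the days of Table S1, chosen after seeing the data (2958 at an unadjusted p under 0.05, smallest adjusted p 0.107). With all 4 groups in 1 fit the count was 387, and CTSA and LGMN did not pass (0.160 and 0.257), while limma voom gave ECM1 a log2 FC of 1.57.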

The expression of the majority of these genes (948) was increased in expression in the CE animals (Fig. 2a), similar to the 7 DPP results. 

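MMP9, a gelatinase of neutrophils, was at 381 ± 417 CPM in CE and 34.0 ± 49.2 CPM in HC (n = 6 and 9 cows), log2 FC 3.64 (SE 0.93, adjusted p = 0.0675), and MMP13 had log2 FC 3.78 (SE 0.90, adjusted p = 0.0575). PLAUR, the urokinase receptor, had log2 FC 2.15 (SE 0.48, adjusted p = 0.0545), and SELP, which tethers leukocytes to vessel walls, log2 FC 1.22 (SE 0.29, adjusted p = 0.0575). Of 13 tested neutrophil genes 8 were higher in CE than in HC and none lower (13 higher when adjusted over the list alone). Of 10 genes of the IL1 family 6 were higher (7), and of 13 matrix metalloproteinase and inhibitor genes 7 (9). Of 12 genes of TLR and NF-kB signalling 3 were higher (10), of 19 macrophage and monocyte genes 3 (9), and of 6 acute phase genes 1 (5). The IDs of these lists were again named mainly through genes the study called. Of 17 smooth muscle genes none passed over all genes and 4 were lower in CE when adjusted over the list alone. Of the 877 genes called by edgeR's quasi-likelihood test 729 were higher in CE and 148 lower, and by the exact test 948 and 219. None of the 4 genes passed without CE cow 462 (adjusted p 0.175 to 0.203) or HC cow 670 (0.119 to 0.126), or with RIN taken at the days of Table S1, a fit chosen after seeing the data (0.120 to 0.171). The calls also ended without CE cow 340 or HC cow 759 or 783 for MMP13, MMP9, PLAUR and SELP (0.103 to 0.128), without HC cow 685 for MMP9 (0.101), by limma voom for MMP13 (0.109), and with all 4 groups in 1 fit for SELP (0.242).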

The most highly differentially expressed gene in cows with CE was Keratin 5 (*KRT5,* log_2_ FC 7.4), which together with the significantly increased *KRT15* and *KRT17* encode keratin proteins involved in the maintenance of the structural integrity of epithelial tissues. 

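KRT5 (ENSBTAG00000038384) stood at 346 ± 834 CPM in CE (n = 6) and 2.21 ± 2.49 CPM in HC (n = 9), log2 FC 7.60 (SE 1.67, adjusted p = 0.0534). KRT15 had log2 FC 7.39 (SE 1.73, adjusted p = 0.0575) and KRT17 log2 FC 5.59 (SE 1.50, adjusted p = 0.0737). Other genes of basal and stratified epithelium moved the same way. COL17A1, a collagen of hemidesmosomes, had log2 FC 6.89 (SE 1.42, adjusted p = 0.0482), and AQP3, a water and glycerol channel, log2 FC 4.94 (SE 0.90, adjusted p = 0.0482). Of 16 tested genes of stratified squamous epithelium, with IDs named mainly through genes the study called, 12 were higher in CE and none lower. When adjusted over the list alone 15 were higher. The KRT5 level of CE cow 809 was 2048.2 CPM and that of the other 5 CE cows 1.21 to 15.3 CPM, against 0.458 to 8.49 CPM in the 9 HC cows. Without cow 809 the calls of KRT5, KRT15 and KRT17 ended (log2 FC 1.31, 0.73 and 0.56, adjusted p 0.327, 0.672 and 0.770), while COL17A1 and AQP3 kept theirs at log2 FC 1.45 and 2.52. By limma voom the log2 FC of the 5 genes were 1.41, 1.10, 0.89, 1.09 and 2.05, and AQP3 alone passed. None of the 5 passed without CE cow 462 (adjusted p 0.142 to 0.164) or HC cow 670 (0.112 to 0.135), or with RIN taken at the days of Table S1, a fit chosen after seeing the data (0.107 to 0.141). The calls of KRT5, KRT15 and KRT17 also ended without HC cow 759 (adjusted p 0.107 to 0.132) or 783 (0.109 to 0.133), and KRT17 did not pass without CE cow 340 (0.103) or HC cow 685 (0.112), 720 (0.100) or 728 (0.106).

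**Figure D2:**
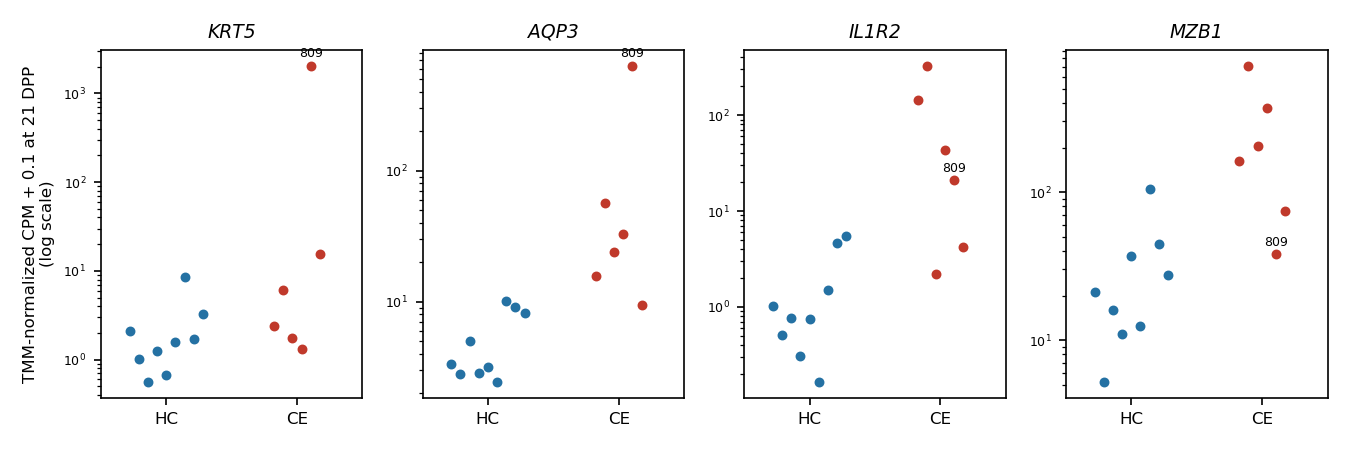
TMM-normalized CPM plus 0.1 at 21 DPP of KRT5, AQP3, IL1R2 and MZB1, on a log scale, with 1 point per cow (9 HC and 6 CE) and CE cow 809 marked. For KRT5 cow 809 lies at 2048.2 CPM and the other CE cows at 15.3 CPM or below, while the IL1R2 level of cow 809 lies within the range of the other CE cows.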

The different classes of DE immune genes are shown in Additional file 6: Table S6. These include increased expression of genes encoding cell surface receptors (the TNF-receptor superfamily member *CD27*, the calcium signalling receptor *CD38*, B-cell receptors *CD79A* and *CD79B*); chemokine ligands and receptors (*CCL20*, *CCL22, CCL24* and members of the *CXC* family as well as *CXCR2*); Cytokines and receptors (*IL1R2*, *IL6*, *IL10* and *IL11*); antimicrobial peptides (*DEFB5*, *DEFB7*, *LAP* and multiple members of the S100A gene family) in CE samples at 21 DPP (Additional file 6: Table S6).

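Of the 30 immune genes of Table S6, all tested, 24 were higher in CE than in HC at 21 DPP and none lower. The 6 that did not pass were CCL22, CCL24, CXCL17, CXCR2, DEFB5 and LAP, and all 30 passed when adjusted over the list alone, though the study chose them on these cows, so that count is not independent evidence. Outside that table, VPREB3, a protein of the B cell receptor complex in immature B cells, had log2 FC 3.42 (SE 0.70, adjusted p = 0.0482), and DERL3, a gene of endoplasmic reticulum degradation that is high in plasma cells, log2 FC 2.58 (SE 0.50, adjusted p = 0.0482) (n = 6 CE and 9 HC cows). BLNK, an adaptor of B cell receptor signalling, had log2 FC 1.13 (SE 0.22, adjusted p = 0.0482). MZB1 stood at 260.3 ± 250.4 CPM in CE and 31.0 ± 30.5 CPM in HC, log2 FC 3.18 (SE 0.67, adjusted p = 0.0495), and CD3D, a chain of the T cell receptor complex, had log2 FC 1.12 (SE 0.25, adjusted p = 0.0534). Of 19 tested B cell and plasma cell genes 11 were higher in CE and none lower (18 higher when adjusted over the list alone). Of 10 T cell and NK cell genes 5 were higher (7). By edgeR, none of the 5 named genes passed without CE cow 462 (adjusted p 0.145 to 0.164) or HC cow 670 (0.112 to 0.118), or with RIN taken at the days of Table S1, a fit chosen after seeing the data (0.107 to 0.122). The calls also ended without HC cow 759 or with all 4 groups in 1 fit for CD3D (0.107 and 0.116), without HC cow 783 for MZB1 and CD3D (0.102 and 0.105), and by limma voom for BLNK (0.102).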

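Among surface receptors, CD27 had log2 FC 2.47 (SE 0.59, adjusted p = 0.0575), CD38 log2 FC 1.99 (SE 0.54, adjusted p = 0.0746), CD79A log2 FC 2.46 (SE 0.64, adjusted p = 0.0683) and CD79B log2 FC 2.87 (SE 0.77, adjusted p = 0.0737) (n = 6 CE and 9 HC cows). Among chemokines, which draw leukocytes into tissue, CCL20 had log2 FC 2.83 (SE 0.81, adjusted p = 0.0812) and CXCL6 log2 FC 3.20 (SE 0.73, adjusted p = 0.0566). CCL22, CCL24 and the neutrophil receptor CXCR2 had log2 FC of 1.92 (SE 0.64, adjusted p = 0.117), 1.90 (SE 0.80, adjusted p = 0.184) and 2.33 (SE 0.99, adjusted p = 0.191). Of 17 tested chemokine and receptor genes 8 were higher in CE and none lower (15 higher when adjusted over the list alone). CCL22 stood at 19.5 ± 10.1 CPM in CE and 5.47 ± 5.34 in HC. By edgeR's quasi-likelihood test, none of the 6 called genes passed without CE cow 462 (adjusted p 0.164 to 0.230) or HC cow 670 (0.119 to 0.149), or with RIN taken at the days of Table S1, a fit chosen after seeing the data (0.122 to 0.177). The calls also ended without CE cow 340 for CD38, CD79A, CD79B, CCL20 and CXCL6 (0.103 to 0.139), without CE cow 809 for CD38 and CCL20 (0.131 and 0.103), without HC cow 685 or 720 or by limma voom for CD38, CD79B and CCL20 (0.100 to 0.171), without HC cow 728 for CD38, CD79A, CD79B and CCL20 (0.101 to 0.112), without HC cow 759 or 783 for CD27, CD38, CD79A, CD79B, CCL20 and CXCL6 (0.109 to 0.140), without HC cow 803 for CCL20 (0.108), and with all 4 groups in 1 fit for CCL20 and CXCL6 (0.157 and 0.108). A call was made without CE cow 809 or HC cow 803, by the likelihood ratio test, by DESeq2 or by limma voom for CCL22 (0.0375 to 0.0679), without HC cow 808 or with RIN as a covariate for CXCR2 (0.0675 and 0.0579), and by the exact test for CCL22, CCL24 and CXCR2 (0.0180 to 0.0741). CCL24 had a log2 FC of 0.18 without CE cow 727. CXCR2 had a log2 FC of 1.50 without CE cow 462. CXCR2 had a log2 FC of 3.53 without HC cow 808.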

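IL1R2, the decoy receptor that binds IL1 without signalling, stood at 90.3 ± 127 CPM in CE and 1.58 ± 1.96 CPM in HC, log2 FC 5.99 (SE 1.08, adjusted p = 0.0482) (n = 6 and 9 cows). IL6 had log2 FC 4.58 (SE 1.09, adjusted p = 0.0575), and the anti-inflammatory IL10 stood at 1.51 ± 0.821 against 0.502 ± 0.387 CPM, log2 FC 1.66 (SE 0.47, adjusted p = 0.0782). IL11, a cytokine of the IL6 family, had log2 FC 3.31 (SE 0.70, adjusted p = 0.0495). Of 15 tested genes of other inflammatory cytokines and receptors 9 were higher in CE and none lower. All 15 were higher when adjusted over the list alone. By edgeR, none of the 4 passed without CE cow 462 (adjusted p 0.142 to 0.223) or HC cow 670 (0.112 to 0.142), or with RIN taken at the days of Table S1, a fit chosen after seeing the data (0.120 to 0.141). The calls also ended without CE cow 340 or 727 or HC cow 685, 720 or 728 for IL10 (0.105 to 0.122), without CE cow 809 for IL6 (log2 FC 2.38, 0.141), without HC cow 759 or 783 for IL6 and IL10 (0.115 to 0.137), by limma voom for IL1R2 (0.229), IL6 (log2 FC 1.96, 0.279) and IL11 (log2 FC 2.20, 0.168), and with all 4 groups in 1 fit for IL10 and IL11 (0.130 and 0.129).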

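Among antimicrobial peptides, S100A8, which forms calprotectin with S100A9, stood at 139.9 ± 221 CPM in CE and 12.6 ± 15.2 CPM in HC, log2 FC 3.73 (SE 1.04, adjusted p = 0.0778), and S100A9 had log2 FC 3.92 (SE 1.03, adjusted p = 0.0697). S100A12 had log2 FC 3.49 (SE 0.98, adjusted p = 0.0792). Of the β-defensins, DEFB7 had log2 FC 3.06 (SE 0.92, adjusted p = 0.0912) and DEFB405 log2 FC 3.80 (SE 0.78, adjusted p = 0.0482), while DEFB5 and LAP had log2 FC of 1.58 (SE 0.64, adjusted p = 0.169) and 3.07 (SE 1.12, adjusted p = 0.139) (n = 6 CE and 9 HC cows). β-defensins are a family of similar genes, and the unique mapping of the read pairs leaves those shared between copies uncounted. Of 17 tested genes of antimicrobial peptides and proteins 9 were higher in CE and none lower (16 when adjusted over the list alone). By edgeR's test, none of the 5 called genes passed without CE cow 462 (adjusted p 0.145 to 0.202) or HC cow 670 (0.112 to 0.159), or with RIN taken at the days of Table S1, a fit chosen after seeing the data (0.120 to 0.146). The calls also ended without CE cow 340 or HC cow 685, 728, 759 or 783 for DEFB7, S100A8, S100A9 and S100A12 (0.101 to 0.152), without CE cow 809 for DEFB7 (log2 FC 1.72, 0.273), S100A8 (log2 FC 2.12, 0.216), S100A9 (log2 FC 2.29, 0.176) and S100A12 (log2 FC 2.10, 0.207), without HC cow 720 for DEFB7, S100A8 and S100A12 (0.108 to 0.122), with no filter or with all 4 groups in 1 fit for DEFB7 (0.110 and 0.150), and by limma voom for DEFB7 (0.133), S100A8 (log2 FC 2.15, 0.218), S100A9 (log2 FC 2.24, 0.185) and S100A12 (log2 FC 1.91, 0.239). Log2 FC moved without CE cow 809 or by limma voom for DEFB405 (2.30 and 2.20). The test was passed without CE cow 673 or HC cow 802, by the likelihood ratio test or by DESeq2 for LAP (0.0562 to 0.0948), without CE cow 727 for DEFB5 (0.0883), and by the exact test for DEFB5 and LAP (0.0802 and 0.0203). LAP had a log2 FC of 1.38 without CE cow 809.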

Increased expression in HC animals is detected for 219 genes at 21 DPP relative to CE (Fig. 2a). 

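By edgeR's quasi-likelihood test 148 genes were lower in CE than in HC at 21 DPP. KCNN2, a calcium-activated potassium channel, stood at 2.36 ± 1.68 CPM in CE (n = 6) and 9.75 ± 6.12 CPM in HC (n = 9), log2 FC -1.97 (SE 0.44, adjusted p = 0.0534). TLN2, a talin that links integrins to actin, had log2 FC -1.08 (SE 0.26, adjusted p = 0.0585), and HOMER1, a scaffold of calcium signalling complexes, log2 FC -0.66 (SE 0.16, adjusted p = 0.0611). IL17RD, a receptor of the IL17 family, had log2 FC -0.93 (SE 0.24, adjusted p = 0.0660). Of 14 tested genes of calcium handling 3 were lower in CE and none higher (8 lower when adjusted over the list alone). Of 5 genes of the endometrial stroma 1 was lower (2). None of the 4 genes passed without CE cow 462 (adjusted p 0.162 to 0.189) or HC cow 670 (0.118 to 0.123), or with RIN taken at the days of Table S1, a fit chosen after seeing the data (0.107 to 0.126). The calls also ended without CE cow 340 for TLN2 and IL17RD (0.103 and 0.112), without HC cow 759 for TLN2 (0.115), without HC cow 783 for KCNN2, TLN2, HOMER1 and IL17RD (0.101 to 0.122), and with all 4 groups in 1 fit for IL17RD (0.101).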

The most highly differentially expressed gene was *TDGF1*, a gene which encodes an epidermal growth factor-related protein (log_2_ FC 5.3). 

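TDGF1 (ENSBTAG00000021119) stood at 92.7 ± 134 CPM in HC (n = 9) and 2.28 ± 1.81 CPM in CE (n = 6) at 21 DPP, log2 FC -5.25 (SE 1.65, adjusted p = 0.101). It passed by the exact test (adjusted p = 0.00331), DESeq2 (0.00225) and the likelihood ratio test (0.0144). By edgeR's quasi-likelihood test it passed with all 4 groups in 1 fit (0.0708), without CE cow 673 (0.0939), and without HC cow 802 (0.0844) or 803 (0.0927).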

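HIF3A (ENSBTAG00000018948) stood at 21.1 ± 35.8 CPM in HC (n = 9) and 1.63 ± 1.85 CPM in CE (n = 6) at 21 DPP, log2 FC -3.66 (SE 1.13, adjusted p = 0.0960). Of 10 tested genes of the hypoxia response, HIF3A was the 1 lower in CE than in HC at 21 DPP. The genes higher in CE were 7, and over the list alone 1 was lower and 9 higher. The HIF3A call held in 3 of 15 fits of edgeR's quasi-likelihood test with 1 cow left out. It ended without CE cow 340, 462, 727, 809 or 812 or HC cow 670, 685, 720, 728, 759, 783 or 808, with no filter, by limma voom, with RIN as a covariate or with RIN at the days of Table S1 (chosen after seeing the data) (0.108 to 0.301).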

*HIF3A* was also increased, which encodes the alpha-3 subunit of one of several heterodimeric transcription factors that regulate many adaptive responses to hypoxia (Additional file 2: Table S2).

Forty-five significantly enriched KEGG pathways were identified in this gene dataset of which *Cytokine-cytokine receptor interaction* was the most significant. Multiple other immune-related pathways were also significantly enriched including *B cell receptor*, *Toll-like receptor*, *Jak-STAT*, *NOD-like receptor* and *Chemokine signaling* pathways (Additional file 3: Table S3). The top GO enriched biological process was the *defence response*, followed by *immune* and then *inflammatory response* (Fig. 3b and Additional file 4: Table S4).

**Fig. 3:**
Top 10 Significantly Enriched Biological Processes in the Endometrium Identified by Gene Ontological Analysis. Using significantly differentially expressed gene datasets, gene ontology analysis identifed the enriched biological processes (**a**) in HC cows between 7 and 21 DPP and **b** between HC and CE samples at 21 DPP. The resolution of the inflammatory response in HC cows (**a**) is evident as these defence and innate immune response processes are switched off. The sustained inflammatory response (lack of transition) is evident in (**b**) as these processes are enriched in CE compared to HC at 21 DPP. For full list of enriched gene ontologies, see Additional file 4: Table S4

### Normal transition from an inflammatory phenotype at 7 DPP to tissue proliferation and repair at 21 DPP does not occur in endometrium of cows with CE

Four thousand one hundred ninety-seven genes were significantly differentially expressed between 7 and 21 DPP samples in HC cows, of which only 483 had a log_2_ FC greater than ±2. 

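In HC cows (n = 9) CD14, the LPS co-receptor of monocytes and macrophages, went from 752 ± 274 CPM at 7 DPP to 92.1 ± 39.7 CPM at 21 DPP, log2 FC -3.16 (SE 0.28, adjusted p = 1.1e-05). LAMP2, a membrane protein of lysosomes, had log2 FC -0.77 (SE 0.077, adjusted p = 1.1e-05). DMPK, a kinase of muscle, rose from 10.1 ± 3.40 to 173 ± 105 CPM, log2 FC 4.03 (SE 0.38, adjusted p = 1.1e-05). C1QTNF3, a secreted C1q-related protein, and LTBP4, which binds latent TGF-β in the matrix, had log2 FC of 3.58 (SE 0.34, adjusted p = 1.1e-05) and 2.37 (SE 0.24, adjusted p = 1.1e-05). Of 14648 tested genes 5676 passed by edgeR's quasi-likelihood test, 475 of them with a log2 FC beyond ±2. The exact test called 4197 genes, of which 4050 were among the 5676. The log2 FC had the same sign in all 9 cows for 2097 genes (14.3%), where chance gives 0.391%. Each cow left out in turn gave 4707 to 5935 genes.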

Over 100 fold more genes were significantly differentially expressed between 7 and 21 DPP in the HC than was the case for CE animals (Additional file 2: Table S2). 

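With the exact test 4197 genes differed between 7 and 21 DPP in HC and 31 in CE, a ratio of 135. With DESeq2 the counts were 6294 and 115, a ratio of 54.7, and with the likelihood ratio test 5372 and 13, a ratio of 413. By edgeR's quasi-likelihood test they were 5676 and 0, and 952 genes in CE had an unadjusted p under 0.05. The groups differ in size. In 20 random draws of 6 of the 9 HC cows the quasi-likelihood test called a median of 3792 genes (2678 to 5811) and the exact test a median of 2780.5 (2052 to 4440). STC2, a secreted glycoprotein, went from 22.4 ± 15.5 to 2.31 ± 1.17 CPM in HC and from 8.08 ± 5.60 to 1.84 ± 0.904 CPM in CE, with log2 FC of -3.39 (SE 0.43, adjusted p = 5.9e-05) and -2.22 (SE 0.57, adjusted p = 0.626). GPNMB, a glycoprotein of macrophages, went from 948 ± 449 to 248 ± 100.1 CPM in HC and from 779.7 ± 455 to 325 ± 171 CPM in CE. Both genes were lower at 21 DPP in all 9 HC and all 6 CE cows. The number in CE depends on CE cow 809. Without it the quasi-likelihood test called 654 genes in CE, STC2 among them (adjusted p = 0.0662). The exact test then called 1098 and the quasi-likelihood test with the cow as a block 156, both choices made after seeing the data.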

Of the 4197 genes, 2370 displayed higher expression at 7 DPP, whereas 1827 were elevated in expression at 21 DPP (Fig. 2a). 

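CD163 and MSR1, scavenger receptors of macrophages, fell from 234 ± 119 to 24.7 ± 13.4 CPM and from 137 ± 66.3 to 21.5 ± 7.47 CPM in HC (n = 9), with log2 FC of -3.37 (SE 0.48, adjusted p = 1.4e-04) and -2.76 (SE 0.39, adjusted p = 1.4e-04). Smooth muscle genes moved the other way. SMTN rose from 83.9 ± 36.4 to 563 ± 359.8 CPM, log2 FC 2.67 (SE 0.44, adjusted p = 3.9e-04), TPM2, a tropomyosin, had log2 FC 2.84 (SE 0.42, adjusted p = 2.0e-04), and KCNMB1, a subunit of a muscle potassium channel, log2 FC 4.98 (SE 0.58, adjusted p = 2.7e-05). All 19 tested macrophage and monocyte genes and all 9 genes of the simple uterine epithelium were lower at 21 DPP, and all 17 smooth muscle genes and all 5 genes of the endometrial stroma were higher, each count being the same when adjusted over the list alone. The IDs of these lists were named mainly through genes the study called. Of the 5676 genes called by edgeR's quasi-likelihood test 3010 were lower and 2666 higher at 21 DPP, and by the exact test 2370 and 1827. The balance turned with the cow as a block (2833 lower, 2925 higher), by limma voom (3068 and 3221), without HC cow 670 (2918 and 3017) and with RIN at the days of Table S1, chosen after seeing the data (3104 and 3132), and was even with the cow as a block and RIN (2614 each).

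**Figure D3:**
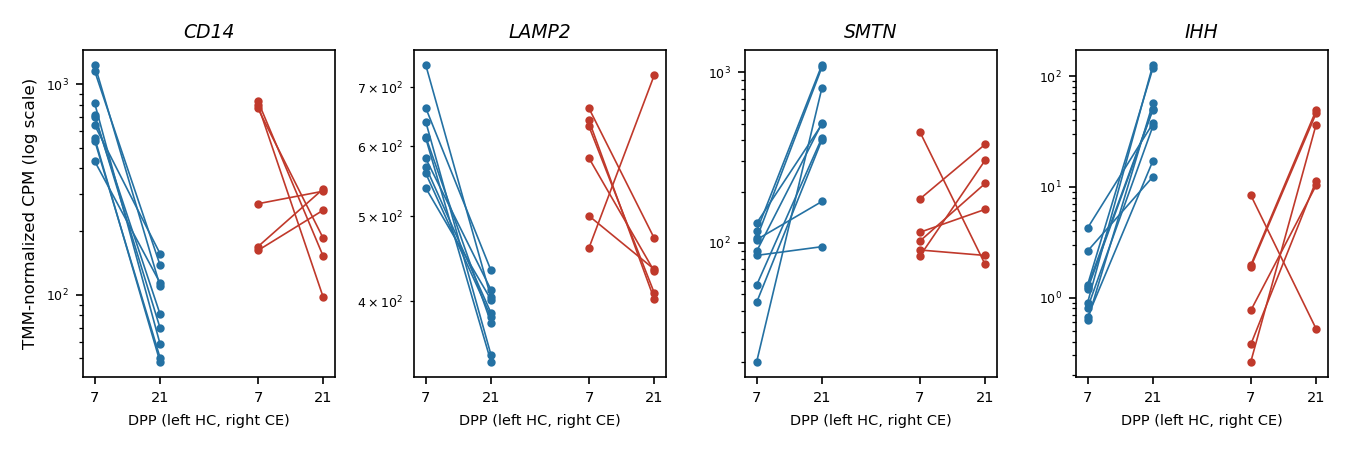
TMM-normalized CPM of CD14, LAMP2, SMTN and IHH at 7 and 21 DPP, on a log scale, with 1 line per cow (9 HC cows in blue on the left of each panel, 6 CE cows in red on the right). In HC the lines of CD14 and LAMP2 fall and those of IHH rise in all 9 cows.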

On the basis of these transcriptomic differences, multidimensional scaling (MDS) plots show the presence of a distinct temporal response profile at 7 and 21 DPP in HC cows. 

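Over the 500 genes with the largest variance, the libraries of the 2 days differed in HC with a distance-based pseudo-F of 8.54. Among all exchanges of the 2 libraries within the 9 cows none gave a larger value (exact permutation test, p = 0.00391, the smallest that these exchanges can give), and over all 15417 genes the pseudo-F was 6.37 with the same p. In single genes, REG4, a lectin of mucosal epithelium, was lower at 21 DPP in all 9 HC cows, at 9.52 ± 14.9 CPM at 7 DPP and 0.424 ± 0.514 CPM at 21 DPP, log2 FC -4.68 (SE 0.89, adjusted p = 0.00105) by edgeR.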

Although some structure is also apparent in the MDS plot from CE animals, the separation is not as clear, which is reflected in the significantly lower numbers of genes differentially expressed between these two timepoints (Fig. 2b). Furthermore, the wide disparity between the 7 DPP CE samples suggests high inter-animal variation in the transcriptional response at this early post-partum time point.

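In CE the pseudo-F of the 2 days was 1.34 over the 500 genes with the largest variance (exact permutation test over exchanges within the 6 cows, p = 0.375) and 1.19 over all 15417 genes (exact permutation p = 0.406). Without cow 809, a choice made after seeing the data, it was 3.96 (exact permutation p = 0.0625, the smallest that 5 cows allow). At the level of genes, CTSK, a cysteine protease that degrades collagen, went from 1939.9 ± 702 to 659 ± 327 CPM in CE and was lower at 21 DPP in all 6 cows, log2 FC -1.62 (SE 0.43, adjusted p = 0.658). It passed without CE cow 809 (0.0358), by DESeq2 (0.0341) and by the exact test (0.0700).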

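The distance of each 7 DPP library from the mean of the others of its group, over the 500 genes with the largest variance, was 2.31 ± 0.45 log2 CPM in CE (SD, n = 6) and 2.01 ± 0.70 in HC (n = 9). The difference was not significant (exact permutation test over cows, two-sided, p = 0.390), also over all 15417 genes (0.88 ± 0.13 against 0.71 ± 0.29, exact permutation p = 0.275). Shuffled groups mix CE and HC cows, whose mean levels may differ, so the test does not isolate spread. The most distant 7 DPP library was that of HC cow 670, at 3.75, and the other 8 HC cows lay between 1.35 and 2.17. The 6 CE cows lay between 1.77 and 2.92. Without HC cow 670, a choice made after seeing the data, the HC mean was 1.75 ± 0.31 and the exact permutation p was 0.0473, while with each other cow left out in turn it was 0.178 to 0.631. CD163 and MSR1 show this library in single genes, with 3.55 and 3.12 log2 CPM in HC cow 670 and at least 7.51 and 6.59 in the other 8 HC cows at 7 DPP.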

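In HC cows (n = 9) CCL2, a chemokine for monocytes, and CXCL3, one for neutrophils, had log2 FC of -2.20 (SE 0.61, adjusted p = 0.0124) and -2.52 (SE 0.69, adjusted p = 0.0113), and CD86, a costimulator on antigen-presenting cells, -2.54 (SE 0.38, adjusted p = 1.9e-04). In the gene lists, 11 of 17 tested chemokine and receptor genes fell between 7 and 21 DPP by edgeR's quasi-likelihood test (12 when adjusted over the list alone). So did 12 of 12 genes of TLR and NF-kB signalling and 10 of 13 neutrophil genes (12). Their IDs were named mainly through genes the study called. The calls ended by limma voom for CCL2 (log2 FC -0.78, 0.265) and CXCL3 (log2 FC -0.78, 0.213). Log2 FC moved without HC cow 670 for CXCL3 (-1.59), and with the cow as a block and RIN for CCL2 (-1.44).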

The classes of immune genes DE in HC cows between 7 and 21 DPP are shown in Table 3. These include complement proteins involved in antibacterial immunity. 

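In HC cows (n = 9) C3, the central complement protein, went from 2252 ± 1549 CPM at 7 DPP to 651 ± 741 CPM at 21 DPP, log2 FC -1.94 (SE 0.63, adjusted p = 0.0272). The receptors of its and C5's cleavage products, C3AR1 and C5AR1, had log2 FC of -2.25 (SE 0.41, adjusted p = 8.6e-04) and -2.87 (SE 0.40, adjusted p = 1.4e-04). C2, a protease of the classical pathway, had log2 FC -2.67 (SE 0.40, adjusted p = 1.9e-04) and CFP, the properdin that stabilizes the alternative pathway convertase, log2 FC -2.08 (SE 0.33, adjusted p = 3.0e-04). Of 18 tested complement genes 13 fell, 2 rose and 3 did not pass by edgeR's quasi-likelihood test (14 and 2 when adjusted over the list alone). C9, a pore-forming complement protein, had log2 FC -1.93 (SE 1.04, adjusted p = 0.164). C9 passed without HC cow 802 or by the exact test (0.0971 and 0.0942). C9 had a log2 FC of -0.29 without HC cow 670.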

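CD68, a lysosomal glycoprotein of macrophages, went from 361 ± 181 CPM at 7 DPP to 56.6 ± 27.4 CPM at 21 DPP in HC cows (n = 9), log2 FC -2.79 (SE 0.40, adjusted p = 1.4e-04) by edgeR. CD1E, which helps to present lipid antigens, had log2 FC -2.02 (SE 0.36, adjusted p = 6.5e-04). CD14 was lower at 21 DPP in 9 of 9 cows and CD68 in 9 of 9. In HC cow 670 the 7 DPP level of CD68 was 5.29 log2 CPM and in the other 8 cows at least 7.92.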

Cell surface receptors including *CD14, CD1E* and *CD68*, which are preferentially expressed on monocytes/macrophages were increased. 

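In HC cows (n = 9) CD209 went from 30.7 ± 19.4 CPM at 7 DPP to 7.75 ± 5.74 CPM at 21 DPP, log2 FC -2.11 (SE 0.60, adjusted p = 0.0138) by edgeR, and was lower at 21 DPP in 8 of 9 cows.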

Expression of *CD209* which encodes a transmembrane receptor (also known as DC-SIGN) expressed on the surface of dendritic cells and macrophages, and was also increased at 7 DPP. 

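TLR2, which senses bacterial lipoproteins, went from 67.1 ± 52.0 CPM at 7 DPP to 13.0 ± 6.62 CPM at 21 DPP in HC cows (n = 9), log2 FC -2.51 (SE 0.39, adjusted p = 2.4e-04). TLR4, the LPS receptor, had log2 FC -1.38 (SE 0.21, adjusted p = 2.5e-04), and TLR7, a sensor of single-stranded RNA, log2 FC -2.41 (SE 0.47, adjusted p = 0.00121). CARD9, an adaptor of antifungal signalling, and NLRP1, an inflammasome sensor, had log2 FC of -1.75 (SE 0.30, adjusted p = 5.1e-04) and -1.68 (SE 0.26, adjusted p = 2.4e-04), all by edgeR's quasi-likelihood test.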

Genes encoding several receptor signalling and proinflammatory proteins, including the expression of Toll-like receptors (*TLR2*, *TLR4* and *TLR7*), accessory signalling proteins (*CARD4*, *CARD9* and *NLRP1*), and other signalling intermediates were also upregulated. KEGG pathway analysis identified an enrichment of genes from the TLR signalling pathway (Fig. 4). The most highly differentially expressed gene at 7 DPP was IL6 (Table 3). However *IL1A*, *IL1R1* and *IL1R2* as well as *TNF* were also increased in expression. 

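IL6 (ENSBTAG00000014921) went from 28.4 ± 57.7 CPM at 7 DPP to 0.541 ± 0.690 CPM at 21 DPP in HC cows and was lower at 21 DPP in 8 of 9 cows, log2 FC -5.86 (SE 1.31, adjusted p = 0.00322) by edgeR's quasi-likelihood test. The call ended by limma voom (log2 FC -2.13, 0.143). Of the 58 tested genes of Table 3, 55 fell and none rose, while C9, HP and CXCR2 did not pass. All 58 passed when adjusted over that table alone, but the study chose it on these cows, so the counts are not independent evidence. CXCR2 had log2 FC -2.62 (SE 1.18, adjusted p = 0.100). It passed without HC cow 808, with RLE size factors, by the likelihood ratio test, by DESeq2, with RIN as a covariate, with RIN at the days of Table S1 (chosen after seeing the data), by the exact test or with all 4 groups in 1 fit (0.0266 to 0.0981). CXCR2 had a log2 FC of -1.31 without HC cow 802. CXCR2 had a log2 FC of -3.99 without HC cow 808.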

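IL1A went from 19.4 ± 40.2 to 3.52 ± 7.65 CPM in HC cows (n = 9), log2 FC -2.65 (SE 1.10, adjusted p = 0.0753), and its decoy receptor gene IL1R2 fell from 40.1 ± 67.5 CPM at 7 DPP, log2 FC -4.85 (SE 1.00, adjusted p = 0.00192). The signalling receptor IL1R1 had log2 FC -1.58 (SE 0.40, adjusted p = 0.00736) and TNF log2 FC -1.42 (SE 0.46, adjusted p = 0.0274). Of 10 tested genes of the IL1 family 8 fell and none rose by edgeR's quasi-likelihood test (9 when adjusted over the list alone). The calls ended without HC cow 670 for TNF (log2 FC -0.70, 0.107), without HC cow 685, 720, 759 or 803 for IL1A (0.103 to 0.140), without HC cow 802 for IL1A (log2 FC -0.83, 0.539), by limma voom for IL1A (log2 FC -1.06, 0.396) and TNF (log2 FC -0.36, 0.402), with the cow as a block for TNF (log2 FC -0.90, 0.140), and with the cow as a block and RIN for TNF (log2 FC -0.87, 0.181). Log2 FC moved without HC cow 808 or with RIN as a covariate for IL1A (-4.68 and -4.18), and by limma voom for IL1R1 (-0.84).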

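DEFB, DEFB5 and DEFB300 stood at 4.89 ± 5.89, 9.25 ± 16.7 and 14.6 ± 28.9 CPM at 7 DPP in HC cows (n = 9) and at 1.07 ± 1.28, 1.65 ± 1.11 and 2.13 ± 3.24 CPM at 21 DPP. Their log2 FC were -2.34 (SE 0.83, adjusted p = 0.0404), -2.63 (SE 0.74, adjusted p = 0.0129) and -2.95 (SE 1.25, adjusted p = 0.0806). Of 15 tested genes of antimicrobial peptides and proteins 10 fell and none rose by edgeR's quasi-likelihood test (11 when adjusted over the list alone). The calls ended without HC cow 670 for DEFB300 (log2 FC -1.37, 0.365), without HC cow 685, 720, 728 or 759, with RIN as a covariate, with RIN at the days of Table S1 (chosen after seeing the data) or with the cow as a block for DEFB300 (0.102 to 0.233), without HC cow 802 for DEFB (0.128), by DESeq2 for DEFB300 (log2 FC -1.44, 0.283), and by limma voom for DEFB (log2 FC -1.50, 0.140) and DEFB300 (log2 FC -1.32, 0.392). Log2 FC moved without HC cow 803, by DESeq2 or by limma voom for DEFB5 (-1.57 to -1.25).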

Of particular relevance in the defence against pathogenic bacteria, expression of the antimicrobial peptides, β-defensin expression was significantly elevated at 7 DPP, including *DEFB*, *DEFB5* and *DEFB300*. The expression of the related S100 family of AMPs was also elevated at 7 DPP, including *S100A2*, *S100A5, S100A8, S100A9* and *S100A12*. 

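S100A9 went from 139.6 ± 175 CPM at 7 DPP to 14.3 ± 17.6 CPM at 21 DPP in HC cows (n = 9), log2 FC -3.46 (SE 0.92, adjusted p = 0.00979). S100A8 and S100A12, made like S100A9 by neutrophils, had log2 FC of -2.99 (SE 0.89, adjusted p = 0.0183) and -2.99 (SE 0.77, adjusted p = 0.00811). S100A2 and S100A5 had -2.19 (SE 0.45, adjusted p = 0.00198) and -3.22 (SE 0.38, adjusted p = 2.7e-05), all by edgeR's quasi-likelihood test. The calls ended by limma voom for S100A8 (0.186) and S100A9 (log2 FC -2.11, 0.113).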

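SAA3 went from 989 ± 534 CPM at 7 DPP to 272 ± 307 CPM at 21 DPP in HC cows (n = 9), log2 FC -1.99 (SE 0.65, adjusted p = 0.0297), and SAA1 had log2 FC -3.67 (SE 0.99, adjusted p = 0.0104). M-SAA3.2 had log2 FC -1.44 (SE 0.54, adjusted p = 0.0523), LBP, which hands LPS to CD14, log2 FC -2.91 (SE 0.85, adjusted p = 0.0160), and TF, the iron carrier transferrin, log2 FC -3.11 (SE 0.42, adjusted p = 8.5e-05). HP, haptoglobin, had log2 FC -2.39 (SE 1.13, adjusted p = 0.117). Of 6 tested acute phase genes 5 fell and none rose by edgeR's quasi-likelihood test (6 when adjusted over the list alone). The SAA genes are near-identical copies, so their counts are uncertain where read pairs fit more than 1 of them. The calls ended without HC cow 720 or 759 for M-SAA3.2 (0.102 and 0.115). Log2 FC moved without HC cow 670 for LBP (-1.87). HP passed without HC cow 808, by the likelihood ratio test, by DESeq2, with RIN as a covariate, with RIN at the days of Table S1 (chosen after seeing the data), by the exact test, with all 4 groups in 1 fit, with the cow as a block or with the cow as a block and RIN (0.0153 to 0.0854). HP had a log2 FC of -3.96 without HC cow 808.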

Genes encoding the acute phase proteins *HP*, lipopolysaccharide binding protein (*LBP*), *SAA1* and *SAA3*, including the mammary associated form (*M-SAA3*) and Transferrin (*TF*) were also increased (Table 3), showing endometrial expression of these liver-associated molecules.

**Table 3:** Significantly DEG (Log_2_ FC >1.3, FDR >0.1) in HC samples between 7 and 21 DPP

Gene symbol	Ensembl ID	Gene name	log_2_ FC	FDR
Complement proteins				
*C1RL*	ENSBTAG00000016204	Complement component 1, r subcomponent-like	1.69	0.000165996
*C2*	ENSBTAG00000007450	Complement component 2	2.67	2.08E-11
*C3*	ENSBTAG00000017280	Complement component 2	1.94	0.002331252
*C3AR1*	ENSBTAG00000019741	Complement component 3a receptor 1	2.25	7.41E-08
*C4BPA*	ENSBTAG00000009876	Complement component 4 binding protein, alpha	3.10	0.002072385
*C5AR1*	ENSBTAG00000020872	Complement component 5a receptor 1	2.87	3.30E-12
*C9*	ENSBTAG00000016149	Complement component 9	1.94	0.094234244
Cell surface receptors				
*CD1E*	ENSBTAG00000009421	CD1e molecule	2.02	9.19E-07
*CD14*	ENSBTAG00000015032	CD14 molecule	3.16	8.72E-26
*CD36*	ENSBTAG00000017866	CD36 molecule	2.43	5.47E-15
*CD40*	ENSBTAG00000020736	CD40 molecule	1.53	0.000643093
*CD68*	ENSBTAG00000000133	CD68 molecule	2.79	3.49E-12
*CD83*	ENSBTAG00000031430	CD83 molecule	1.53	4.91E-05
*CD84*	ENSBTAG00000019033	CD84 molecule	2.23	5.98E-06
*CD86*	ENSBTAG00000013118	CD86 molecule	2.54	3.55E-11
*CD163*	ENSBTAG00000019669	CD163 molecule	3.37	6.04E-13
*CD200R1*	ENSBTAG00000001235	CD200 receptor 1	1.68	0.000161784
*CD209*	ENSBTAG00000007312	CD209 molecule	2.11	0.000602415
*CD300E*	ENSBTAG00000004690	CD300e molecule	2.51	6.68E-08
Pathogen recognition receptors				
*CARD9*	ENSBTAG00000006572	Caspase recruitment domain family, member 9	1.75	9.21E-07
*CARD14*	ENSBTAG00000015261	Caspase recruitment domain family, member 14	1.63	1.05E-05
*TLR2*	ENSBTAG00000008008	Toll-like receptor 2	2.51	1.52E-10
*TLR4*	ENSBTAG00000006240	Toll-like receptor 4	1.38	5.54E-08
*TLR7*	ENSBTAG00000022161	Toll-like receptor 7	2.41	3.28E-07
*NLRP1*	ENSBTAG00000020433	NLR family, pyrin domain containing 1	1.68	2.14E-06
Chemokine ligands and receptors				
*CCL2*	ENSBTAG00000037811	Chemokine (C-C motif) ligand 2	2.20	0.000317988
*CCL8*	ENSBTAG00000014113	Chemokine (C-C motif) ligand 8	2.03	0.003473125
*CCL20*	ENSBTAG00000021326	Chemokine (C-C motif) ligand 20	2.25	0.031650056
*CCR1*	ENSBTAG00000019428	Chemokine (C-C motif) receptor 1	2.65	2.78E-10
*CXCL3*	ENSBTAG00000037778	Chemokine (C-X-C motif) ligand 3	2.52	0.000160609
*CXCL6*	ENSBTAG00000009812	Chemokine (C-X-C motif) ligand 6	3.28	0.001050477
*CXCL9*	ENSBTAG00000038639	Chemokine (C-X-C motif) ligand 9	1.95	0.011169775
*CXCR2*	ENSBTAG00000026753	Chemokine (C-X-C motif) receptor 2	2.62	0.032556379
*CXCL14*	ENSBTAG00000006694	Chemokine (C-X-C motif) ligand 14	1.89	0.000337958
*CXCL17*	ENSBTAG00000018652	Chemokine (C-X-C motif) ligand 17	2.82	0.008009971
Cytokines and receptors				
*IL1A*	ENSBTAG00000010349	Interleukin 1 alpha	2.66	0.016846664
*IL1R1*	ENSBTAG00000005273	Interleukin 1 receptor, type 1	1.59	0.00014519
*IL1R2*	ENSBTAG00000006343	Interleukin 1 receptor, type 2	4.85	3.97E-07
*IL1RL1*	ENSBTAG00000018571	Interleukin 1 receptor-like 1	4.33	0.000262878
*IL6*	ENSBTAG00000014921	Interleukin 6	5.88	2.78E-06
*IL10RA*	ENSBTAG00000005215	Interleukin 10 receptor, alpha	1.73	9.19E-06
*IL18R1*	ENSBTAG00000001034	Interleukin 18 receptor 1	1.85	0.002233603
*IL22RA1*	ENSBTAG00000001100	Interleukin 22 receptor, alpha 1	2.35	7.33E-06
*TNF*	ENSBTAG00000025471	Tumor necrosis factor	1.43	0.007893141
Antimicrobial peptides				
*DEFB*	ENSBTAG00000045649	Defensin, beta	2.33	0.008979282
*DEFB5*	ENSBTAG00000034954	Defensin, beta 5	2.63	0.000491966
*DEFB300*	ENSBTAG00000045626	Beta-defensin 103B-like	2.96	0.028072666
*S100A2*	ENSBTAG00000037651	S100 calcium binding protein A2	2.19	1.75E-06
*S100A5*	ENSBTAG00000000644	S100 calcium binding protein A5	3.22	1.07E-12
*S100A8*	ENSBTAG00000012640	S100 calcium binding protein A8	2.99	0.00064399
*S100A9*	ENSBTAG00000006505	S100 calcium binding protein A9	3.46	7.83E-05
*S100A12*	ENSBTAG00000012638	S100 calcium binding protein A12	2.99	4.98E-05
Acute phase proteins				
*HP*	ENSBTAG00000006354	Haptoglobin	2.40	0.041554479
*LBP*	ENSBTAG00000016864	Lipopolysaccharide binding protein	2.92	0.000384619
*M-SAA3.2*	ENSBTAG00000010433	Mammary serum amyloid A3.2	1.44	0.012854981
*SAA1*	ENSBTAG00000022394	Serum amyloid A1	3.67	0.000142222
*SAA3*	ENSBTAG00000022396	Serum amyloid A3	1.99	0.002751998
*TF*	ENSBTAG00000007273	Transferrin	3.12	1.56E-12

**Fig. 4:**
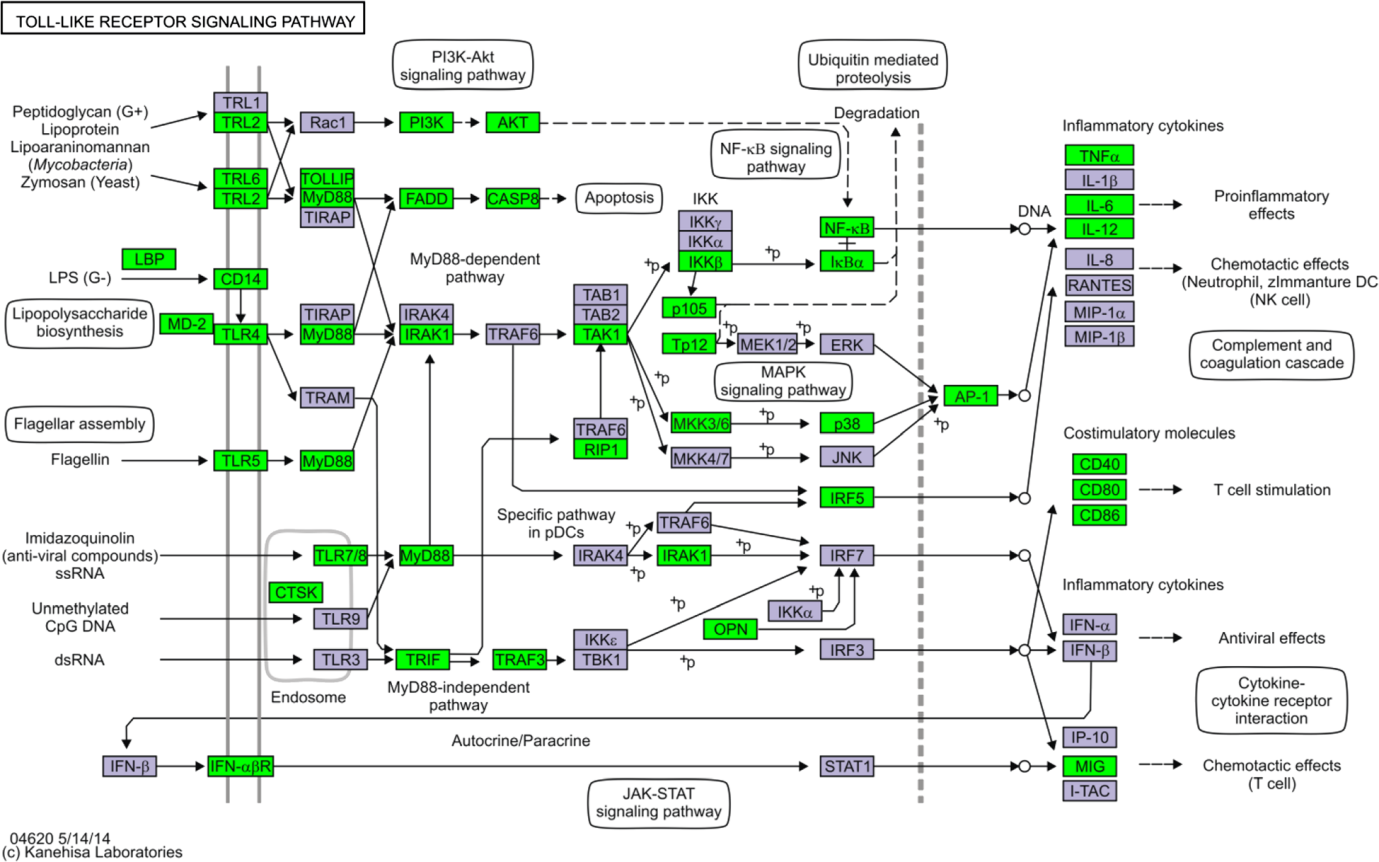
The Kyoto Encyclopaedia of Genes and Genomes (KEGG) annotated the Toll-Like Receptor Signalling Pathway as significantly enriched in the RNA-seq dataset for HC. Green boxes highlight the genes within the pathway that are significantly elevated in expression 7 DPP. For other significantly enriched pathways see Figure S1 (NFkB Signalling Pathway) and Figure S2 (Cytokine-cytokine receptor interaction). For full list of differentially expressed pathways see also Additional file 3: Table S3

Between 7 and 21 DPP in HC, KEGG pathway analysis identified significant enrichment of 53 pathways with predominant enrichment of immune-related pathways. The top differentially expressed pathway was *Lysosome*, which is the cellular organelle involved in the digestion and removal of bacteria (Additional file 3: Table S3). 

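All 34 tested lysosome genes were lower at 21 DPP than at 7 DPP in HC cows by edgeR's quasi-likelihood test, over all genes and when adjusted over the list alone (n = 9). The IDs were named mainly through genes the study called, so the count is not independent evidence. NEU1, a sialidase, went from 60.9 ± 11.2 to 30.3 ± 4.02 CPM, log2 FC -1.12 (SE 0.11, adjusted p = 1.1e-05), and CTNS, the cystine transporter, had log2 FC -1.11 (SE 0.11, adjusted p = 1.1e-05). GAA, which breaks down glycogen, had log2 FC -1.10 (SE 0.11, adjusted p = 1.1e-05). DNASE2, an acid nuclease that degrades DNA of engulfed cells and bacteria, had log2 FC -1.28 (SE 0.13, adjusted p = 1.1e-05). Macrophage genes, of which all 19 tested fell, moved in the same direction. In CE cows none of the 34 lysosome genes passed over all genes and 9 were lower when adjusted over the list alone, and for the interaction of group and day the numbers were 0 and 27.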

*Complement and coagulation cascades* was the second most significantly enriched pathway. *Cytokine-cytokine receptor interaction* and *Chemokine signaling*, *Toll-like receptor signaling*, *B cell receptor signaling*, *NOD-like receptor signaling*, *Natural killer cell mediated cytotoxicity* and *MAPK signaling pathways* were all identified as significantly enriched (Additional file 3: Table S3). Gene ontology analysis also identified an enrichment of genes involved with the biological process of the *inflammatory* and *innate immune response* (Additional file 4: Table S4, Fig. 3a). In contrast, *Calcium signalling* was identified as one of the predominant KEGG pathways activated at 21 DPP (Additional file 3: Table S3) and the *regulation of calcium* was identified as a significantly enriched biological process based on gene ontology analysis (Additional file 4: Table S4). 

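CASQ1, a calcium store protein of muscle, went from 2.36 ± 1.08 CPM at 7 DPP to 8.03 ± 3.82 CPM at 21 DPP in HC cows (n = 9), log2 FC 1.68 (SE 0.33, adjusted p = 0.00125). PLN, which restrains the calcium pump of muscle, rose from 13.8 ± 13.2 to 78.0 ± 39.2 CPM, log2 FC 2.43 (SE 0.48, adjusted p = 0.00137). The calcium channel gene CACNA1D had log2 FC 1.62 (SE 0.27, adjusted p = 4.6e-04), and the calcium pump genes ATP2A3 and ATP2B1 1.00 (SE 0.18, adjusted p = 6.7e-04) and 0.83 (SE 0.14, adjusted p = 4.1e-04). All 13 tested genes of calcium handling, with IDs named mainly through genes the study called, rose by edgeR's quasi-likelihood test, also when adjusted over the list alone. The 17 smooth muscle genes rose with them, and several members, PLN and CASQ1 among them, are genes of muscle.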

The restoration of homestasis in the healthy postpartum endometrium is marked by a reduction in inflammatory gene expression at 21 DPP. 

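Between 7 and 21 DPP in HC cows (n = 9), MMP7, a matrilysin of epithelium, fell from 341 ± 153 to 49.7 ± 59.5 CPM, log2 FC -2.90 (SE 0.64, adjusted p = 0.00300), and PTGES, which makes prostaglandin E, had log2 FC -2.27 (SE 0.47, adjusted p = 0.00196). IGFBP3, an IGF carrier, had log2 FC -1.38 (SE 0.31, adjusted p = 0.00363). ITGAM, an integrin of neutrophils and macrophages, had log2 FC -3.09 (SE 0.41, adjusted p = 8.2e-05). Of 13 tested genes of matrix metalloproteinases and inhibitors 12 fell and none rose by edgeR's quasi-likelihood test (13 when adjusted over the list alone), and of 12 genes of other inflammatory cytokines and receptors 10 fell (10). Log2 FC moved by limma voom for PTGES (-1.50).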

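In HC cows (n = 9) HIF3A rose from 0.315 ± 0.158 CPM at 7 DPP, log2 FC 5.98 (SE 0.96, adjusted p = 3.1e-04) by edgeR's quasi-likelihood test, and was higher at 21 DPP in 9 of 9 cows. TNMD, a membrane protein of tendon and other connective tissue, had log2 FC 4.64 (SE 0.68, adjusted p = 1.8e-04), and RIMS1, a protein of vesicle release, log2 FC 4.91 (SE 0.62, adjusted p = 5.4e-05). Of the 2666 genes higher at 21 DPP the median log2 FC was 0.59 and 171 (6.41%) exceeded 2, and of the 3010 lower ones the median was -0.69 and 304 (10.1%) lay beyond -2.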

In HC cows, the most highly differentially expressed gene at 21 DPP was the transcription factor HIF3A, which regulates the response to low oxygen (log_2_ FC 5.96), which is in contrast to the low fold changes in the majority of significantly elevated genes at this time point. The previous upregulation of inflammatory genes detected at 7 DPP has been replaced with increased expression of a smaller number of chemokines at 21 DPP including *CCL11*. 

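IGF2 rose from 158 ± 57.6 CPM at 7 DPP to 553 ± 229 CPM at 21 DPP in HC cows (n = 9), log2 FC 1.69 (SE 0.28, adjusted p = 3.6e-04). CD79A and CD79B, the signalling chains of the B cell receptor, stood at 8.49 ± 7.77 and 2.99 ± 3.37 CPM at 21 DPP, with log2 FC of 1.10 (SE 0.53, adjusted p = 0.119) and 1.26 (SE 0.62, adjusted p = 0.128). By edgeR's quasi-likelihood test CD79A and CD79B did not pass with all cows. They were called without HC cow 670 or 720 or with RIN at the days of Table S1 (chosen after seeing the data) for CD79A (0.0638 to 0.0987), and by the likelihood ratio test, by DESeq2, by limma voom or by the exact test for CD79A and CD79B (0.0350 to 0.0993). Of 18 tested B cell and plasma cell genes 1 rose and 4 fell (the same when adjusted over the list alone). CD79A and CD79B had log2 FC of 0.65 and 0.77 without HC cow 802.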

Upregulation of *CD79A* and *CD79B* was also apparent, and Insulin-like growth factor (IGF2) expression is increased. Despite the reduced expression of other inflammatory genes, the *IL17D* gene and IL17 receptor genes *IL17RB* and *IL17RD* are significantly increased at 21 DPP (Additional file 2: Table S2).

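In HC cows (n = 9) IL17RB rose from 3.15 ± 1.37 CPM at 7 DPP to 11.0 ± 4.15 CPM at 21 DPP, log2 FC 1.70 (SE 0.27, adjusted p = 3.0e-04). IL17RD had log2 FC 1.19 (SE 0.20, adjusted p = 4.5e-04) and IL17D log2 FC 1.31 (SE 0.34, adjusted p = 0.00882), by edgeR's quasi-likelihood test. Of 4 tested genes of the IL17 family and its receptors 3 rose and 1 fell.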

In contrast to the marked transition that occurred between 7 DPP and 21 DPP in HC cows, only 31 genes were significantly differentially expressed in the endometrial biopsies from CE cows between the same time points (Additional file 2: Table S2). 

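In CE cows (n = 6) IGFBP1, an IGF carrier of the endometrium, went from 58.4 ± 69.0 CPM at 7 DPP to 5.61 ± 4.12 CPM at 21 DPP, log2 FC -3.48 (SE 0.88, adjusted p = 0.626), and was lower at 21 DPP in all 6 cows. IGF2 went from 232 ± 167 to 596 ± 207 CPM, log2 FC 1.31 (SE 0.39, adjusted p = 0.658), and GLI1, the transcription factor and target of hedgehog signalling, from 5.37 ± 6.21 to 19.3 ± 13.4 CPM, log2 FC 1.78 (SE 0.65, adjusted p = 0.682), both higher in 5 of 6 cows. No gene of 14735 passed by edgeR's quasi-likelihood test, 952 had an unadjusted p under 0.05, and the smallest adjusted p was 0.615. The exact test called 31 genes, the likelihood ratio test 13, DESeq2 115 and limma voom 0, and the 31 genes of the exact test all had an unadjusted p under 0.05 in the quasi-likelihood fit. The sign was the same in all 6 cows for 420 genes (2.85%), where chance gives 3.12%. Without CE cow 809 the quasi-likelihood test called 654 genes, and with the cow as a block and 809 left out, chosen after seeing the data, 156. IGFBP1, IGF2 and GLI1 then passed without the block (adjusted p 0.0718, 0.0329 and 0.0325). The exact test gave 1 gene without CE cow 727, 3 without 812, 4 without 673, 18 without 340, 124 without 462 and 1098 without 809. IGFBP1 had a log2 FC of -2.30 without CE cow 812. GLI1 had a log2 FC of 2.83 without CE cow 809.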

Heat maps, generated on the basis of these DEG clearly shows two distinct gene sets, which differentiate the 7 and 21 DPP groups. Whereas clear changes in gene expression profile can be seen between samples in the HC group (Fig. 5a), the signal is less clear in the CE group (Fig. 5b). 

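For each cow the change from 7 to 21 DPP was correlated, across genes, with the mean change of the HC cows (of the other 8 for an HC cow). The coefficient was 0.366 to 0.811 in the 9 HC cows. In CE it was 0.669 for cow 673, 0.657 for 812, 0.641 for 727, 0.138 for 340, 0.121 for 462 and -0.363 for 809. Genes are not independent replicates, so no p is given. HHIP, which binds and limits hedgehog ligands, went from 0.241 ± 0.230 to 3.51 ± 3.58 CPM in HC, log2 FC 3.68 (SE 0.66, adjusted p = 6.5e-04) by edgeR. IHH at 21 DPP was -0.47 log2 CPM in CE cow 809 and 3.40 to 5.51 in the other 5 CE cows.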

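At 21 DPP the distance of each library from the mean of the others of its group was taken over the 500 genes with the largest variance. It was 2.18 ± 0.96 log2 CPM in CE (SD, n = 6) and 1.71 ± 0.34 in HC (n = 9). The difference was not significant (exact permutation test over cows, two-sided, p = 0.411). Shuffled groups mix CE and HC cows, between which 877 genes passed on this day, so the test does not isolate spread. CE cow 809 lay at 4.09 and the other 5 CE cows at 1.53 to 2.12. Without cow 809 the CE mean was 1.67 ± 0.22 (exact permutation p = 0.879). In single genes of CE cow 809 at 21 DPP, KRT15 stood at 10.3 log2 CPM and COL17A1 at 9.24, while the other 5 CE cows had at most 2.56 and 2.70.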

Higher interanimal variation in CE group is also evident in contrast to the clear temporal switch apparent in HC group.

**Fig. 5:**
Heat map representation depicting the temporal changes in significantly differentially expressed genes from uterine biopsies between 7 and 21 DPP in the **a** HC and **b** CE cows. All 31 significantly DEGs were used to generate the heatmap in the CE group, and a similar number of the top DEGs (ranked on basis of *P* value) were used for comparative purposes for the HC group. Scale: Yellow indicates high expression and red is low expression. Unsupervised hierarchical clustering dendograms are included for these genes. **a** – DE genes between day 7 and 21 DPP in HC animals and **b** – DE genes between day 7 and 21 DPP in CE cows

### Validation of inflammatory phenotype in cows with CE

A panel of 15, predominantly immune-related genes were chosen for validation of the NGS data by qRT-PCR in both HC and CE samples at 7 and 21 DPP. 

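In the sequencing data at 7 DPP IL1B, a cytokine that starts inflammation, stood at 217 ± 198 CPM in CE and 68.3 ± 115 CPM in HC (n = 6 and 9 cows), log2 FC 1.66 (SE 1.02, adjusted p = 1.000), IL6 had log2 FC -1.30 (SE 1.25, adjusted p = 1.000), and IL17A, the cytokine of Th17 cells, stood at 10.4 ± 16.7 and 0.925 ± 1.25 CPM, log2 FC 3.42 (SE 1.20, adjusted p = 0.822). None of the 3 passed by edgeR's quasi-likelihood test. PPIA, the reference gene of the qRT-PCR, stood at 119.6 ± 12.7 CPM in HC and 114 ± 10.3 CPM in CE at 7 DPP and at 145 ± 23.4 and 150.4 ± 29.6 CPM at 21 DPP. Its log2 FC was 0.16 (SE 0.14, adjusted p = 0.519) between CE and HC at 21 DPP. Between the days in HC it was 0.18 (SE 0.10, adjusted p = 0.194). PPIA was higher at 21 DPP in 7 of 9 HC cows and in all 6 CE cows. IL1B had a log2 FC of 1.03 between CE and HC at 7 DPP without CE cow 812. IL1B had a log2 FC of 2.83 between CE and HC at 7 DPP without HC cow 802. IL6 had a log2 FC of 0.23 between CE and HC at 7 DPP without HC cow 670. IL17A had a log2 FC of 1.98 between CE and HC at 7 DPP without CE cow 727. PPIA had a log2 FC of 0.056 between CE and HC at 21 DPP without CE cow 727. PPIA had a log2 FC of 0.25 between CE and HC at 21 DPP without CE cow 673. PPIA had a log2 FC of 0.11 between the days in HC without HC cow 670.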

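In the sequencing data, IL1B stood at 59.3 ± 68.0 CPM in CE (n = 6) and 20.7 ± 42.3 CPM in HC (n = 9) at 21 DPP, log2 FC 1.67 (SE 1.07, adjusted p = 0.367), and IL1A had log2 FC 1.39 (SE 0.93, adjusted p = 0.385). Between 7 and 21 DPP, IL1B had log2 FC of -1.92 (SE 1.13, adjusted p = 0.206) in HC and -1.92 (SE 0.85, adjusted p = 0.761) in CE, and IL1R2 had -1.09 (SE 1.16, adjusted p = 0.923) in CE. DGAT2, an enzyme of triglyceride synthesis, had log2 FC -1.40 (SE 0.66, adjusted p = 0.114) in HC, and IGFBP1 log2 FC -4.96 (SE 0.83, adjusted p = 4.1e-04). SAA1 had log2 FC 2.61 (SE 1.01, adjusted p = 0.156) between CE and HC at 21 DPP by edgeR. At 21 DPP a call was made without CE cow 673, by the likelihood ratio test, by DESeq2 or by the exact test for SAA1 (0.0343 to 0.0946), without HC cow 808 for IL1B, IL1A and SAA1 (0.0598 to 0.0861), and with RIN as a covariate for IL1B and IL1A (0.0995 and 0.0656). Between the days in HC a call was made without HC cow 728, by the likelihood ratio test, by the exact test or with all 4 groups in 1 fit for DGAT2 (0.0508 to 0.0891), without HC cow 808 for IL1B and DGAT2 (0.0250 and 0.0667), and with RIN as a covariate, with RIN at the days of Table S1 (chosen after seeing the data), with the cow as a block or with the cow as a block and RIN for IL1B (0.0334 to 0.0634). IL1B and IL1A had log2 FC of 0.78 and 0.93 between CE and HC at 21 DPP without CE cow 462. IL1B and IL1A had log2 FC of 3.28 and 3.26 between CE and HC at 21 DPP without HC cow 808. IL1B and DGAT2 had log2 FC of -0.66 and 0.17 between the days in HC without HC cow 802. IL1B had a log2 FC of -3.68 between the days in HC without HC cow 808. IL1B had a log2 FC of -1.19 between the days in CE without CE cow 812. IL1R2 had a log2 FC of -0.26 between the days in CE without CE cow 727. IL1R2 had a log2 FC of -2.39 between the days in CE without CE cow 462.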

Results showed high concordance in the detection of gene expression changes between NGS and qRT-PCR technologies. Significantly enhanced *IL1B* (FC 18), *IL6* (FC 7.5) and *IL17A* (FC 42) gene expression was evident at 7 DPP in cows that subsequently developed CE (*P* < 0.05, Fig. 6a [black bars]). The presence of a prolonged inflammatory profile in cows that develop CE was supported by significantly higher *IL1A* (FC 25), *IL1B* (FC 41), *IL6* (FC 126), *IL17A* (FC 10) in uterine biopsies from CE cows at 21 DPP relative to HC cow samples (Fig. 6a, [blue bars]). Interestingly, higher expression of *IL1R2* (FC 735) and the gene excoding the anti-inflamammatory cytokine *IL10* (FC 14) was also detected in CE samples at 21 DPP. Although not all genes reached statistical significance, the reduction in the gene expression levels between 7 and 21 DPP is more pronounced for the HC samples (green bars), than the CE cows (Fig. 6a, red bars) supporting the finding of prolonged inflammation at 21 DPP. Significant reductions in the expression of IL1R2 (FC 466) and IL10 (FC 2.8) are detected for HC cows, but are absent for CE cows at 21 DPP (Fig. 6a).

**Fig. 6:**
RT-qPCR validation of gene expression changes detected using mRNA-seq. Confirmation of differentially expressed genes from NGS results using quantitative real-time PCR. Significant changes in gene expression of both **a** pro- and anti-inflammatory cytokines as well as other **b** effector molecules of the immune response confirmed the findings from NGS. Results are colour-coded according to comparison and levels of expression of each gene of interest was normalised to expression levels of *PPIA*; D7PP between SCE and HC cows (black), D21PP between SCE and HC (blue), between D7 and D21PP in SCE (red) and between D7 and D21PP in HC (green). Between and within group comparisons are separated by a dotted line. *P < 0.05; **P < 0.01. *n* = 5–8 samples per time point, bars represent mean ± SEM

A subset of additional genes differentially expressed using the NGS approach were also validated by qRT-PCR. The significantly different expression of *S100A9*, *IGFBP1*, *SEPINB4*, *DGAT2* and *SAA1/2* support the NGS data (Fig. 6b). Furthermore, validation included genes that were increased in expression in the HC at 21 DPP, including *HIF3A* (P < 0.05, Fig. 6b, green bar). qRT-PCR expression profile for the *CSF3* gene did not correlate with the findings from the NGS data, possibly due to the large inter-animal variation in read-counts detected for this gene (Additional file 2: Table S2).

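CSF3, the growth factor of granulocytes, stood at 66.0 ± 173 CPM at 7 DPP and 2.39 ± 3.46 CPM at 21 DPP in HC (n = 9), and at 28.8 ± 34.0 and 35.0 ± 57.6 CPM in CE (n = 6). Its log2 FC was -4.95 (SE 1.50, adjusted p = 0.0198) between the days in HC and 4.13 (SE 1.16, adjusted p = 0.0792) between CE and HC at 21 DPP, by edgeR's quasi-likelihood test. In HC the call ended without HC cow 670 (log2 FC -1.86, 0.206), by limma voom (log2 FC -0.094, 0.956), with RIN as a covariate (0.221), with the cow as a block (log2 FC -2.34, 0.172), and with the cow as a block and RIN (log2 FC -2.16, 0.240). Log2 FC moved by DESeq2 (-2.40). Between the groups the call ended without CE cow 340 or 462 or HC cow 670, 685, 720, 728, 759, 783 or 803, with RIN at the days of Table S1 (chosen after seeing the data) or with all 4 groups in 1 fit (0.100 to 0.194), without CE cow 809 (log2 FC 2.43, 0.222), and by limma voom (log2 FC 2.10, 0.379).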

### Temporal changes in miRNA expression are similar between groups

Thirty-six miRNA are differentially expressed between 7 DPP and 21 DPP in the HC cows, with 45 in the CE cows (Additional file 5: Table S5). Two miRNA are increased in expression at 7 DPP and 6 are increased at 21 DPP with a log_2_ FC filter of >1.5 in HC (Additional file 7: Table S7.1). Expression of related miRNA family members was apparent with increased expression of *bta-mir-34b* (log_2_ FC 1.7) and *bta-mir-34c* (log_2_ FC 1.6), as well as *bta-mir-449a, bta-mir-449b* and *bta-mir-449c* (log_2_ FC 3.8, 3.4 and 3.9, respectively). Similarly 24 are increased at 7 DPP and 6 increased at 21 DPP with a log_2_ FC filter of >1.5 in CE (Additional file 7: Table S7.2). Related miRNAs *bta-mir-200a, bta-mir-200b* and *bta-mir-200c* are all increased in expression at 7 DPP (log_2_ FC 2.5, 2.5 and 3.2, respectively). Also *bta-mir-205* is the most highly differentially expressed with a log_2_ FC of 7.8. The MDS plot which classifies the animals on the basis of their miRNA expression profile shows a clear separation between 7 DPP and 21 DPP HC animals (Fig. 7a) as well as for the CE animals (Fig. 7b). This structure reflects the numbers of miRNA found to be differentially expressed between timepoints (Additional file 5: Table S5). Interestingly, less clustering is apparent within the 7 DPP CE samples, as was reflected in the mRNA MDS plot (Fig. 2b).

**Fig. 7:**
Multi-Dimensional Scaling (MDS) Plots Generated from Endometrial microRNA-seq Data. **a** MDS-plot shown for HC cows at both 7 (red) and 21 DPP (green). Similarly, **b** MDS-plot shown for CE cows at both 7 (red) and 21 DPP (green). Clustering of the D7 and D21 profiles is apparent at both time points for HC and CE cows although tighter clustering of 7 DPP samples for the HC group than for the CE group (**b**) shows a higher degree of variation between samples at 7 DPP (**b**, red). Five HC (healthy control) samples at both 7 DPP (D7, red) and corresponding same animal sample at 21 DPP (D21, green) and B) five CE (cytologically endometritic) cows at the same two time points are shown

### Distinct endometrial bacterial populations present in CE and HC cows

With the aim of determining whether the observed differences in the uterine transcriptomes of CE and HC groups are accompanied by changes of microbial composition, Terminal Restriction Fragment Length Polymorphism (TRFLP) was employed to assess the composition of the microbial communities in the uterus of HC and CE cows at 7 and 21 DPP. In total, 287 operational taxonomic units (OTUs) were observed with a median of 31.5 OTUs per sample. While the median number of OTUs in the CE group was unchanged (25 and 26.5 OTUS at 7 and 21 DPP, respectively), an increase was observed in the HC group, from 29 OTUs to 41.5 OTUs at 7 DPP and 21 DPP, respectively. To correct for the impact of low incidence OTUs, OTUs represented in only one or two samples were removed. This resulted in a data set of 140 OTUs still showing an increased number in the HC group (26 to 35 OTUs vs 23 to 25.5 for the CE group). The ANOVA test revealed significant differences in the number of OTUs (*P* = 0.049) and Tukey’s test attributed these differences to the HC groups at 7 and 21 DPP (*P* =0.048). These results are consistent with an increased bacterial diversity in the HC group during the time frame of the study. The Bray-Curtis similarity was used to compare the microbial communities associated with the samples. Principal Coordinates Ordination (PCO) allowed the visualisation of the distribution of the variation within the data set (Fig. 8). PCO1 and PCO2 accounted for 16.9 and 8.4 % of the variation of the data, in which the first principal coordinate segregated most HC from CE samples. Permanova analysis showed a significant difference in the composition of the microbial communities present between HC and CE cows (*P* =0.049).

**Fig. 8:**
Principal Coordinates Ordination of Endometrial Bacterial Communities. Bacterial community analysis, performed using culture-independent Terminal Restriction Fragment Length Polymorphism (T-RFLP), shows a significant clustering of samples according to their respective microbial communities. HC and CE cows are shown as blue and red circles, respectively

### Systemic early cellular and immune changes differentiate between HC and CE cows but metabolite expression levels do not

The numbers of circulating neutrophils in blood decreased significantly from pre-calving values to 1.9 × 10^3^ cells/μL at 7 DPP in blood from cows that developed CE samples (*P* = 0.04) [Fig. 9a]. In contrast the HC animals showed a significant increase in numbers to 3.4 × 10^3^ cells/μL cells at the same time point (*P* = 0.03). The systemic eosinophil counts show even more pronounced changes with a significant reduction in both groups at 7 DPP. In cows with CE, eosinophil numbers dropped to 1 × 10^2^ cells/μL at 7 DPP (*P* = 0.002) and to 3 × 10^2^ cells/μL in HC (*P* = 0.004). By 21 DPP, eosinophil numbers had been restored to pre-calving levels in both groups (Fig. 9b).

**Fig. 9:**
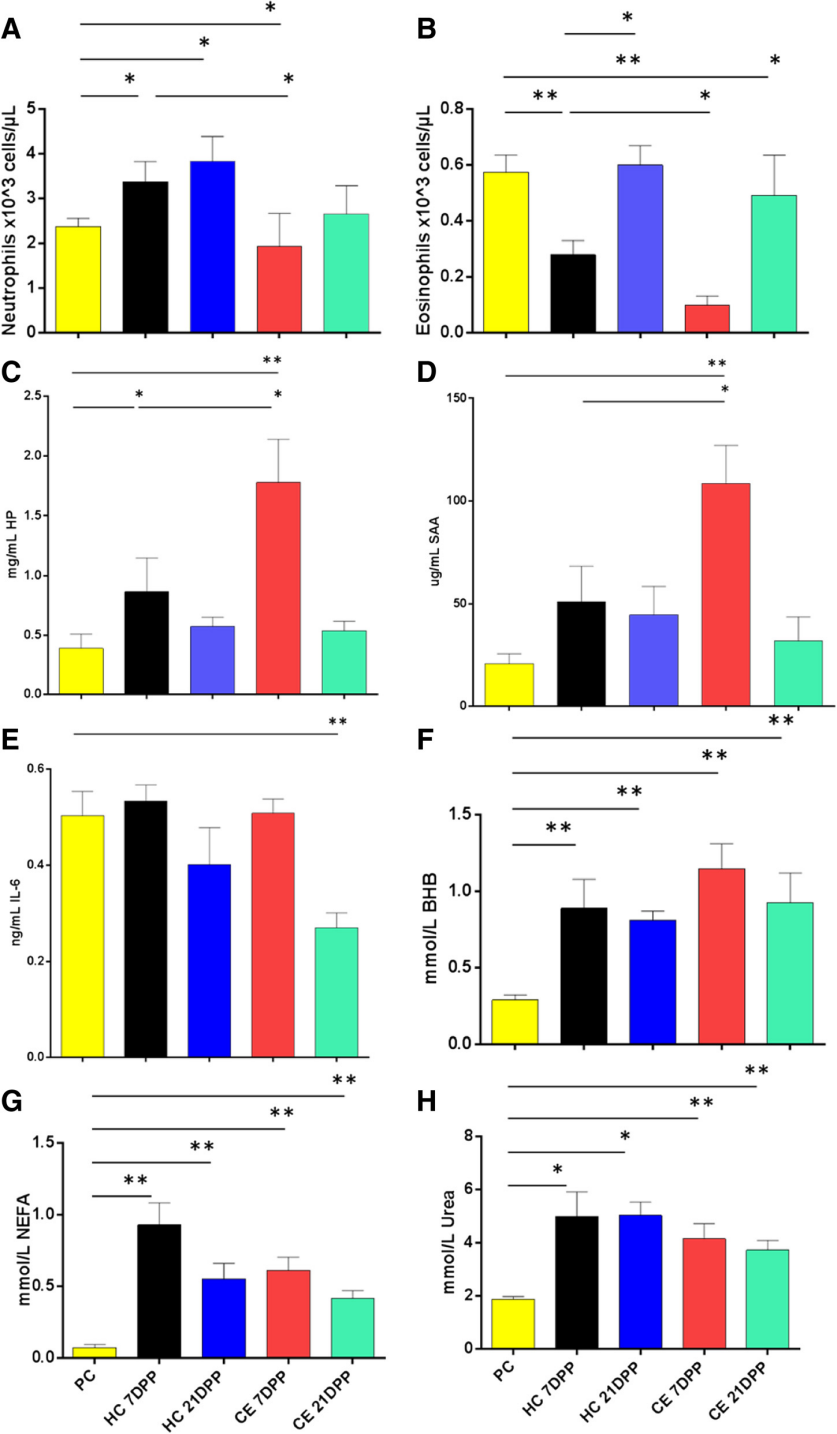
Analysis of Systemic Immune and Metabolite Parameters in HC and CE cows. Significant early reductions in circulating granulocyte numbers in cows that subsequently developed CE. Absolute cell counts in Peripheral blood leukocytes (PBL) for **a** neutrophils and **b** eosinophils. Elevated plasma expression levels for **c** Haptoglobin (HP), **d** Serum Amyloid A (SAA) but not **e** Interleukin 6 (IL-6) were also detected in cows with CE. No significant differences in serum metabolite profile for **f** β-hydroxybutyrate (BHB), **g** non-esterified fatty acids (NEFA) and **h** Urea between cows that developed CE and HC, although temporal changes were significantly changed. Samples labelled as PC (pre-calving), and at 7 and 21 DPP in HC and CE cows.*P < 0.05; **P < 0.01. n = 5–9 samples per timepoint and bars represent mean ± SEM

In contrast to circulating cell numbers, the concentrations of APPs in serum from CE cows increased significantly at 7 DPP. HP levels increased significantly in both groups from pre-calving levels to 1.8 mg/mL (*P* = 0.007) and 0.9 mg/ml (*P* = 0.03) in CE and HC cows at 7 DPP respectively (Fig. 9c). Expression levels were also significantly different between the HC and CE cows at 7 DPP (*P* = 0.019). Levels of SAA increased from 20.1 μg/mL to 108.1 μg/ml in the CE group at 7 DPP (*P* = 0.002). The elevated SAA expression was over two fold higher than expression levels in HC animals at the same time point (51 μg/ml, *P* = 0.029) [Fig. 9d].

The systemic expression of proinflammatory chemokines (IL-8) and cytokines (IL-1, IL-6, and IL-17) was examined in sera using samples collected at both pre- and post-calving at 7 and 21 DPP. A low concentration of IL8 was expressed and IL8 was not detected in all animals. Average IL-8 expression expression levels were 17 pg/ml at pre-calving and 7 and 21 DPP levels (24 and 26 pg/ml, respectively) were not significantly different. IL-1 and IL-17 cytokines were detected intermittently in serum from some animals, however only IL-6 could be statistically analysed. The only significant difference detected in IL-6 expression levels was a reduction from pre-calving levels in CE animals to 0.29 ng/ml at 21 DPP (*P* = 0.006) [Fig. 9e].

Selected metabolites were also analysed in serum from the same animals, and as expected significant elevation of BHB, NEFA and urea was detected across the calving window (Fig. 9f–h). All three metabolites were significantly increased in both groups at both 7 and 21 DPP relative to levels at calving, but no significant difference between groups was detected. There was no significant change in glucose levels between groups, at any time point (data not shown).

## Discussion

Productive and reproductive efficiency in high yielding dairy cattle requires a disease-free transition period [25] and uterine pathology is a major contributory factor to poorer fertility outcomes [26, 27]. Multiple studies have shown the early activation of an immune response in the postpartum uterus [6, 28] and mechanisms have been proposed to show how bacteria can drive reproductive dysfunction [29]. Using next-generation sequencing of the endometrial transcriptome, our previous work identified the immune transition which occurs in healthy beef-breed cows, during which normal function is restored in the the postpartum period [22]. The current study develops this analysis both in dairy cows, and in cows that were diagnosed with CE. The numbers of differentially expressed genes were over 100 fold higher in the endometrium from healthy cows than in cows with CE, and innate immune genes and signalling pathways were activated in both groups of cows at 7 DPP. Pathway analysis and GO enrichment indicated an abundance of molecules contributing to a proinflammatory environment, including the expression of Toll-like receptors (TLRs), which are key to the early activation of an innate immune response in the endometrium as they detect pathogen associated molecular patterns (PAMPs) on bacteria [30, 31]. In conjunction with NOD/CARD intracytoplasmic proteins, TLRs mediate signals to key transcription factors including NF-κB to activate pro-inflammatory and anti-inflammatory cytokines (IL10) which regulate the innate and adaptive immune response for the efficient clearance of infection.

IL-1 is a key mediator of the host’s inflammatory immune response to infections, and its secretion is elevated during endometrial necrosis [32]. In this study, IL1 expression is enhanced at 7 DPP in cows that subsequently develop CE, and this heightened expression (of both *IL1A* and *IL1B*) is maintained in CE cows at 21 DPP. A high concentration of IL-1 is thought to influence the systemic inflammatory response to induce APP synthesis in the liver, stimulation of IL-6 and the production of neutrophils in the bone marrow [33]. Interestingly, *IL6* is the most highly induced gene in HC at 7 DPP this study. qRT-PCR analysis also confirmed a role for an additional inflammatory cytokine—Interleukin 17 (IL17) at both post-partum time points. *IL17A* gene expression was significantly increased by 42 fold in CE cows relative to HC cows at 7 DPP. IL17A drives the recruitment of inflammatory cells (via increased expression of IL-8) as well as the proliferation of stromal cells which contributes to the pathogenesis of uterine disease in humans [34, 35]. Significantly elevated *IL17A* is also evident in CE samples at 21 DPP. Higher inflammatory gene expression in the first week post-partum is associated with poorer reproductive outcomes across multiple species [6], and it is likely that the excessive inflammation driven by these potent cytokines is associated with the development of CE in cattle. In fact, the significantly increased *IL10* at 21 DPP in the CE samples may reflect an attempt to limit endometrial tissue damage due to excessive inflammation.

Despite the common inflammatory phenotype in HC and CE cows at 7 DPP, two key findings differentiate HC cows from cows that subsequently develop CE. Firstly, transcriptomic profiling identified 73 genes and 31 miRNAs that reliably differentiate the groups at 7 DPP, and as such may hold prognostic potential. Expression profiling has reliably shown that excessive activation of inflammatory cytokines in the early post-partum period may be associated with the subsequent development of uterine disease. However, the early inflammatory environment is not only characterised by the expression of inflammatory cytokines. Expression of cell surface markers (*CD27* and *CD69*) and B cell antigen receptor complex (*CD79a* and *CD79b*) in CE cows are all associated with the activation of B lymphocytes and immunoglobulin synthesis [36]. The transcription factor *POU2AF1* is essential for the response of B-cells to antigens [37] and is highly differentially expressed between HC and CE cows. Based on the suite of differentially expressed genes, KEGG pathway analysis identified the enrichment of B-cell related processes in CE samples. Of relevance is the emerging literature on the role of innate-like B cells in inflammatory diseases [38], which may prove a productive research avenue in relation to endometritis in cattle, but on which little is currently known. Investigation of these markers in a larger panel of post-partum cows is now warranted.

Secondly, the development of CE is characterised by a lack of resolution of inflammation between 7 and 21 DPP. NGS data shows that the transcriptomic switch that occurs in HC cows over the course of involution from an inflammatory to a restorative phenotype does not occur in cows that develop CE. qRT-PCR validation shows significantly increased inflammatory gene expression as well as the increased expression of genes encoding anti-inflammatory proteins, including IL-10, in cows with CE. By 21 DPP, the uterine environment in healthy cows has significantly reduced almost all inflammatory markers, and these signalling pathways have been replaced by genes involved in calcium regulation. The elevation of the genes encoding SERCA pumps, members of the solute carrier family and ryanodine receptor (*RYR*), calmodulin (*CaM*) and Ca2þ/calmodulin-dependent protein kinase II (*CaMKII*) that are increased highlighting an increased ability to regulate calcium levels and signalling in the uterus [39]. Calcium influx through the plasma membrane is also permitted by voltage-gated/operated/dependent calcium channels which are complexes containing several subunits (α_1_, α_2_δ, β_1–4_ and γ), the genes for which are also elevated at 21 DPP. Genes encoding important components that link this change in calcium concentration and prostaglandin F_2α_ (PGF) synthesis, [Phospholipases (*PLA2G3, PLA2G4B, PLCB1*); Protein kinases (*PRKCB, PRKCDBP* and *PRKAG2*) and prostaglandin F_2α_ synthase enzymes (*FAM213B)*] are significantly elevated in HC 21 DPP in this study. As PGF is a vital component of the estrus cycle [40], a greater capacity to resolve endometrial inflammation by 21 DPP may enhance a cow’s ability to elevate the production and secretion of PGF, permitting uterine tissue remodelling and normal cyclic progression compared to a cow experiencing sustained endometrial inflammation 21 DPP. The small numbers of differentially expressed genes between 7 and 21 DPP in the CE cows show that this transition did not occur and that inflammatory cell signalling was maintained.

MiRNA profiling may shed light on the regulation of the postpartum immune response and importantly, our results suggests that specific miRNAs may hold prognostic potential for endometritis. In the current study, all 5 members of the mir-200 family, *mir-200a*, *mir-200b*, *mir-200c*, *mir-141* and *mir-429*, are significantly elevated 7 DPP in CE cows relative to 21 DPP. The high differential expression of 14 miRNAs, including some of these members—specifically *mir-200b* and *mir-200c* are also higher in CE than HC cows at 7 DPP. Relevantly, studies in the human endometrium have revealed that miRNA expression regulates cellular proliferation, migration and the miR-200 family members assist in these processes [41, 42]. The Let-7 family of miRNA has been implicated in the regulation of the inflammatory reponse, through mediation of IL-6 and IL-10 cytokines [43] and *bta-let-7c* is significantly elevated in CE cows at 7 DPP in this study*.* Further investigation is required to determine the consequences of the significant increased regulation of this and additional miRNAs in CE cows at 7 DPP on the development of a restorative immune response within the uterus and their potential utilty as diagnostics of disease.

Following a normal parturition, consistent bacterial clearance and recontamination can occur within the first two weeks postpartum and in the absence of clinical illness, spontaneously clears by 10 to 15 DPP [44, 45]. Multiple bacterial species have been associated with the development of disease in the postpartum period including *Trueperella pyogenes* and *Escherichia coli* [44]. Emerging culture-independent techniques are providing unparalled resolution into the diversity of bacterial species present in the postpartum uterus and those potentially contributing to disease [10, 11]. Culture-independent analysis used in the current study shows significantly different microbial populations in the uterus of CE cows, which concurs with the differential expression of diverse TLRs. It is likely therefore that the divergent immune and restorative signalling pathways in the endometrium result, at least in part, from the composition of the microbial populations present.

The differential expression of Antimicrobial Peptides (AMPs) between HC and CE cows is of particular relevance to this study, especially given the shift in bacterial populations detected between groups. β-defensins are critical effector molecules of the immune response, which have been shown to be expressed in response to LPS in uterine epithelial cells [46]. Interestingly, genes encoding β-defensin AMPs (*DEFB5*, *DEFB7, DEFB405* and *LAP*) are significantly and elevated in expression in CE animals at 21 DPP (relative to HC), suggesting an inability to control infection. Furthermore, the S100 family of AMPs are LPS responsive [47] calcium-binding proteins [48] which have a wide variety of actions in innate immunity including the blocking of neutrophil migration [49] are also increased in CE samples at 21 DPP. *S100A14* has previously been reported as significantly increased in the endometrium from cows with endometritis [50]. The significant reduction in the expression of a number of β-defensin and S100 AMP genes by 21 DPP in HC cows only, suggests that CE cows have on-going infection.

An intricate relationship exists between metabolism and immunity [51] and central to both is the hepatic function [52]. As the main centre for mobilization of nutrients including non-esterified fatty acids (NEFAs) in addition to homeostatic and immune functions, which includes the synthesis of acute phase proteins, the liver is often used as a sentinel of physiological pressure, especially in the high-yielding dairy cow [53]. During severe negative energy balance, systemic concentrations of NEFAs and β-hydroxybutyrate (BHB) are elevated, indicating lipid mobilization and fatty acid oxidation [54] and circulating levels of glucose decrease [55]. In the current study HC and CE cows had peripheral concentrations of NEFAs and BHB below and glucose levels above those observed in severe NEB [55] and additionally, no significant differences in any of the blood metabolites analysed within and between groups 7 and 21 DPP was detected. Therefore we conclude that it is unlikely that NEB is contributing to the divergent immune response profiles detected between CE and HC cows in this study.

Although the link between inflammation, liver function and fertility are poorly understood [56], acute phase proteins are often used as an indicator of liver malfunctions across a range of species. It was of interest to note that many of the differentially expressed genes are classically thought to be of hepatic origin (APPs, transferrin and genes encoding complement factors) are also expressed in endometrial tissue. The divergence in APPs, particularly in HP expression levels between cows with uterine infection and cows that are healthy postpartum has been previously reported [57]. At 7 DPP, elevated HP has been associated with poorer fertility and avoiding the acute phase response during the transition period has been suggested as a possible route toward improving reproductive performance in high-yielding dairy cows [56]. While SAA levels are very dynamic during the peri-partum period, elevated expression levels of both HP and SAA have been proposed as potential diagnostics—particularly for clinical disease (metritis) [58, 59]. The concentrations of APP have been shown to reflect the magnitude of LPS exposure [60], suggesting that the concentration of uterine microbes will be reflected in APP expression levels. While there is no doubt that they are sensitive indicators of infection, the increased plasma expression detected at 7 DPP in CE cows in this study are unlikely to be specific for uterine infection as elevated HP and SAA have been shown in sera from mastitic cows experimentally infected with *S. aureus* [61]. However, the magnitude of the increased HP and SAA detected in this study is significantly higher than the levels found in cows with natural mastitis infection (median levels of 0.74 mg/ml and 29.9 μg/ml for HP and SAA, respectively) [62].

Other systemic immune changes detected in cows with CE was an early significant reduction in the numbers of circulating granulocytes—both neutrophils and eosinophils. It is presumed that this reduction in granulocyte number systemically reflects homing of these cells to the inflamed uterus as was detected histologically. Neutrophils and eosinophils use the molecules (including antimicrobial peptides) stored in their granules to kill microorganisms and they also produce reactive oxygen species (ROS) required for the formation of DNA-containing extra-cellular traps, which bind and kill bacteria. However eosinophils can modulate innate and adaptive immunity by producing immunoregulatory cytokines and are also involved in tissue repair and remodelling [63].

There is no doubt that inflammation is classically described as pathological, being the cause of significant morbidity and mortality. Multiple studies, and our earlier work has documented significantly elevated proinflammatory immune gene expression in the postpartum uterus [6, 21, 29]. However, the presence of inflammation is not necessarily detrimental; indeed a pro-inflammatory immune response has been shown to be beneficial to a successful pregnancy [64]. In humans, it has long been recognised that it is poor regulation of inflammation that contributes to poorer reproductive outcomes [65, 66]. In earlier work, the activation of inflammation and subsequent restoration of physiological function in the uterus of healthy cows by 30 DPP led us to conclude that postpartum inflammation is a normal physiological event [3]. Significantly, we then identified a temporal switch that healthy animals undergo from a proinflammatory gene expression profile to a regenerative and proliferation profile [22]. The current study supports this trend and shows that in animals which develop CE, this transition is arrested or delayed leading to sub-optimal restoration of homeostasis which is likely to have negative reproductive outcomes. In that regard, manipulating the expression of antimicrobial peptides (β-defensin and S100A) and immunoregulatory molecules (including IL-10) may hold the key to regulating inflammation and the restoration of homeostasis in the bovine uterus, thereby improving disease outcomes.

Although there is no doubt that the development of endometritis results from complex interplay between microbes and host factors, analysis of the uterine transcriptional landscape, at both miRNA and mRNA levels, has provided a powerful insight into the regulation of immunity during the critical peri-parturient period. While reliable information on the role and gene targets of miRNAs is currently limited, particularly in cattle, the analysis of specific miRNAs identified as differentially expressed in this study can now be targeted in follow on functional studies. This combined dataset complements profiling at a systemic level, suggesting that even in cows with SCE, early changes in peripheral blood can be detected. While this study is limited by the numbers of infected cattle analysed at only two post-partum time-points, a number of novel hypotheses have been generated that can now be tested in larger numbers of post-partum cattle with endometritis.

## Conclusions

Although it is recognised that the development of endometritis results from complex interplay between microbes and host factors, analysis of the uterine transcriptional landscape, at both miRNA and mRNA levels, has provided a powerful insight into the regulation of immunity during the critical peri-parturient period. While reliable information on the role and gene targets of miRNAs is currently limited, particularly in cattle, the analysis of specific miRNAs identified as differentially expressed in this study can now be targeted in follow on functional studies. This combined dataset complements profiling at a systemic level, suggesting that even in cows with SCE, early changes in peripheral blood can differentiate them from healthy cows. While this study is limited by the numbers of infected cattle analysed at only two post-partum time-points, a number of novel hypotheses have been generated that can now be tested in larger numbers of post-partum cattle with endometritis.

## Methods

### Animals and sample collection

Fifteen Holstein-Friesian cows, of mixed parity, within the same university dairy herd were sampled 7 and 21 days postpartum (DPP) in the morning after milking. A clinical examination and sample collection were conducted by a veterinarian and involved recording the rectal temperature, body condition score, heart rate and vaginal discharge. At each time-point, an endometrial biopsy was taken from the same post-gravid horn as previously described [67]. Uterine culture swabs were placed (in duplicate per cow) in 1 ml of Tris-EDTA buffer (Sigma Aldrich® Vale Road, Arklow, Wicklow, Ireland). Immediately after collection, the biopsy was dissected in two - one half was snap frozen in liquid nitrogen for transcriptomic analysis, and the other half was fixed in 10 % neutral-buffered formalin solution (Sigma Aldrich® Vale Road, Arklow, Wicklow, Ireland) for histopathological assessment. Whole blood was collected in spray-coated K_2_EDTA Vacutainer®, for haematology and plasma protein analysis, followed by 4 ml of blood in one sodium fluoride/Na_2_ EDTA Vacutainer®, for blood metabolite analysis at pre- and postpartum time points. All experimental procedures were carried out under license from the Irish Department of Health and Children in accordance with the European Community Directive 86-609-EC and were approved by the Animal Research Ethics Committee, University College Dublin.

### Histopathology

Formalin fixed uterine tissues at each time point were paraffin-embedded, sectioned at 5–8 μm thickness, mounted on glass slides and stained with haematoxylin and eosin (H&E). The degree of inflammation in endometrial biopsies was graded blind without knowledge of sample ID or background. Endometrial inflammation was classified based on previous criteria outlined by Chapwanya et al. [67], which focused on intensity of inflammatory cell infiltration of the stroma, in combination with a study by Meira et al. [68], which incorporated the numbers of polymorphonuclear neutrophils within the endometrial epithelium. Each section was graded firstly on the intensity of epithelial polymorphonuclear (PMN) infiltrate and secondly on the intensity of stromal inflammatory cell infiltration, the greater the number of PMN in the epithelium the higher the score which ranged between 0 and 3 (Fig. 1).

### Haematology

Total red blood cell, neutrophil, lymphocyte, monocyte, eosinophil and basophil cell counts were determined from K_2_EDTA anti-coagulated blood with an automated haematology analyser (ADVIA 2120, Bayer Healthcare, Siemens, UK).

### RNA extraction, library preparation and NGS sequencing

A Pro Scientific homogeniser model PRO200 (PRO Scientific Inc., Oxford, CT, USA) was used to homogenise the biopsy in TRIzol® (Life Technologies™, Paisley, UK) with 3 s pulses 10 times. Total RNA was then cleaned up using the Qiagen RNeasy® Plus Mini kit (Qiagen Ltd). The Nano-Drop ND-1000 UV–vis Spectrophotometer (NanoDrop Technologies Inc., Wilmington, DE, USA) was used to quantify the concentration of RNA. The Agilent 2100 Bioanalyser (Agilent Technologies) was used to assess the quality of RNA, and RIN values ranged from 6 to 9.9 across all samples used (Additional file 1: Table S1). The Illumina® TruSeq® RNA sample preparation kit v2 (Chesterford Research Park, Little Chesterford, Nr Saffron Walden, Essex, CB10 1XL, UK) was used to convert mRNA into cDNA libraries for DNA sequencing. Input total RNA was uniformly 4 μg in a volume of 50 μl nuclease-free H_2_O for each sample. Indexes from Illumina® TruSeq® v2 A and B kits were allocated to specific samples prior to library construction so that at least two unique and compatible bar codes were in each pool which made provision for a pooling strategy following the Illumina® TruSeq® pooling guidelines. After adapter ligation the ds cDNA fragments were enriched by PCR which created the final sequencing cDNA library. In the PCR enrichment stage of the protocol 10 PCR cycles were used. The Agilent 2100 Bioanalyser (Agilent Technologies) was used to assess the purity of the ds cDNA libraries using a DNA chip protocol. Seven equimolar pools of 5 multiplexed cDNA sample libraries were constructed. Indexes from Illumina® TruSeq® v2 kits A and B were allocated to specific samples following the Illumina® TruSeq® pooling guidelines. The sequencing of 50 bp reads paired-end cDNA libraries was performed by the Beijing Genomics Institute (BGI) (BGI Hong Kong Co., Limited, Tai Po, New Territories, Hong Kong) using an Illumina® HiSeq™ 2000.

### mRNA-Seq data analysis

Quality control checks of 49 bp paired-end sequencing reads was performed using FastQC software (version 0.10.0) [http://www.bioinformatics.babraham.ac.uk/projects/fastqc/]. All reads were above a Phred quality score threshold of 20. Prior to aligning sequences to the genome, TopHat (version 2.0.6) was used to estimate the inner mate distance between paired reads for each library. Paired reads were aligned to the bovine genome (UMD 3.1.69) with Bowtie2 (version 2.0.5), using a maximum fragment length (−X) of 500 and minimum fragment length (−I) of 0 for valid paired-end alignments. The output files were sorted using the picard-tools (version 1.60) SortSam option using the sort order command “coordinate” and Picard-tools CollectInsertSizeMetrics option. Only reads that mapped uniquely to the bovine genome were kept (−g 1). The default value of two mismatches per read was allowed. Sensitivity of Bowtie2 was set for the best alignment of each read (−−b2-very-sensitive). Only concordantly mapped reads were allowed (−−no-disconcordant), and paired reads that didn’t map concordantly were not aligned separately (−−no-mixed). The segment length was set to 24 bp (−−segment-length 24). HTSeq-count, (version 0.5.3p9, http://www-huber.embl.de/users/anders/HTSeq/doc/overview.html) utilising default parameters, with the exception of specifying non strand-specific data (−s no), assigned uniquely aligned reads to the Ensembl (version 69) annotation of the bovine genome. Bioconductor package edgeR (edgeR_3.2.4) [69] was applied in R (version 3.0.1) to identify statistically significant differentially expressed genes. To account for biological and technical variation, data was modeled as a negative binomial distribution using a generalisation of the Poisson distribution model. A low read count filter was applied to remove lowly expressed genes. Genes with greater than 1 read count per million reads (cpm), in n-1 animals, were retained. The data was normalised across library sizes, between samples using the trimmed mean of M-values (TMM) normalization method [70]. Tagwise dispersions were estimated for the normalised dataset. Statistical tests were corrected for multiple testing using the Benjamini-Hochberg method. Genes that were differentially expressed (DE) with a false discovery rate (FDR) adjusted *P*-value < 0.1 were retained. Summary statistics for the mRNA data is given in Additional file 1: Table S1. A full list of DEG is given in Additional file 2: Table S2. Heatmaps of the 30 most significantly differentially expressed genes was generated in R using the heatmap.2 function in the ggplots CRAN library.

### Gene ontology over-representation analysis

Bovine gene IDs retained with an adjusted *P*-value < 0.1, were converted to human orthologs using the BioMart application on the Ensembl website (http://www.ensembl.org/biomart/martview/). GOseq (version 1.18.0) was implemented in R (version 3.1.1) to identify significantly over-represented Gene Ontology terms, in the dataset of DE genes. Goseq performs gene legth bias correction by obtaining UCSC gene length data and GO mappings from organism packages and calculates the probability weighting function (PWF), to account for gene length bias. *P*-values were determined by the GOseq “Wallenius” default method [71].

### miRNA-Seq data analysis

Adapter sequences were trimmed with Cutadapt (version 1.1) (http://www.cutadapt/). Reads shorter than 18 bp were discarded, and the fastq quality filter (http://hannonlab.cshl.edu/ fastx_toolkit/) (version 0.0.13) removed reads where less than 50 % of bases with a Phred score of 20. Reads passing all the filters were also trimmed at their ends to remove low-quality bases (Phred score < 20). High quality reads were aligned to the bovine genome (UMD 3.1) with Novoalign (version 2.07.11) (http://www.novocraft.com) implementing the “-m” miRNA mode. Reads that aligned to more than one position in the genome were discarded. HTSeq-count (version 0.5.3p9, http://www-huber.embl.de/users/anders/HTSeq/doc/overview.html) default parameters were used, with the exception of specifying non strand-specific data (−s no), to assign uniquely aligned reads to the Ensembl (version 66) annotation of the bovine genome. miRNA-Seq differential expression analysis was applied with the same parameters as described above for mRNA-Seq differential expression analysis.

### Quantitative real-time PCR validation

The reverse transciption for real-time PCR was performed as previously described [22] using uterine biopsy RNA (converted to cDNA) from the same group of cows used in the generation of the NGS data (except one SCE cow where insufficient RNA was available). Fifteen genes were selected for validation of the NGS results based on a combination of criteria including an adjusted *P* < 0.1, RPKM values and fold change. Intron-spanning, gene-specific primers were designed using the primer-blast tool on the NCBI website (www.ncbi.nlm.nih.gov/tools/primer-blast) and are listed in Table S7. Reference genes were analysed from the NGS data and *PPIA* identified as non-differentially expressed and therefore most stable for normalisation. Relative gene expression levels were calculated using the 2^-ΔΔCt^ method [72] and significant differences were identified using a Student’s t-test on normalised Ct values.

### Plasma protein quantitation

Plasma was analysed for the presence of acute phase proteins (APPs) serum amyloid A (SAA) and haptoglobin (HP). SAA was measured using the PHASE™ Serum Amyloid A Assay (SAA) kit, a solid phase sandwich Enzyme Linked Immuno Sorbent Assay (ELISA), following the manufacturer’s protocol and was supplied by Tridelta Development Ltd, Maynooth, Co. Kildare, Ireland. The intra-assay coefficient of variation for serum SAA was 5.5 %. The limit of detection for this assay was 18 mg/ml. HP was measured using the Tridelta PHASE™ Haptoglobin Assay kit, a colorimetric assay, following the manufacturer’s protocol (supplied by Tridelta Development Ltd, Maynooth, Co. Kildare, Ireland). The intra-assay coefficient of variation for serum HP was 4.3 %. The limit of detection for this assay was 312 ug/ml. Sample absorbances were read using the GloMax®-Multi Detection System from Promega. ELISAs performed using commercially available kits for bovine IL-1β (IL-1 beta ELISA Reagent Kit, Bovine) and bovine IL-6 (IL-6 ELISA Reagent Kit, Bovine, ThermoScientific®, 3747 N. Meridian Rd. Rockford, IL 61101, United States). The intra-assay coefficient of variation for serum IL-6 was 3.8 %. The limit of detection for this assay was 0.8 ng/ml. For IL-8, a commercially available human IL-8 ELISA kit (R&D Systems Inc., Minneapolis, Minnesota, USA) was used to measure bovine IL-8 according to the manufacturer’s instructions. The antibodies used in the kit have been previously validated to cross-react with bovine IL-8 [73]. IL-17A was also measured using a commercial ELISA (bovine IL-17A ELISA Reagent Set, GenWay Biotech, Inc 6777 Nancy Ridge Drive, San Diego, CA 92121, USA).

### Metabolite analysis

Plasma was analysed to quantify levels of blood metabolites including non-esterified fatty acids (NEFA) [Randox Laboratories, Belfast, Northern Ireland], β-hydroxybutyrate (BHB) [Randox Laboratories, Belfast, Northern Ireland], glucose and urea (Audit Diagnostics, Cork, Ireland) and was performed on Beckman Coulter AU 400 clinical analyser using test protocol supplied by the manufacturer. Glucose and Urea tests were calibrated using a Beckman Coulter multi-calibrator with levels for each metabolite traceable to NIST standard reference material. BHB and NEFA calibrators are supplied with each kit. Quality control samples (Tri-level) used are commercially available bovine specimens and CV for each metabolite tested was <6 %.

#### Statistics for haematology, APP and metabolite analysis

Initially a Kruskal-Wallis test, a non-parametric one way analysis of variance (ANOVA), was performed comparing pre-calving (*n* = 8), CE (*n* = 5) cows at 7 and 21 DPP and HC (*n* = 9) cows at 7 and 21 DPP. Subsequently, under the assumptions of non-normality, a Mann-Whitney test was used to determine significance between groups and a Wilcoxon paired test was used to determine significance over time.

### Microbiology

Terminal-restriction fragment length polymorphism (T-RFLP) was used to obtain fingerprints of the microbial communities associated with 28 duplicate endometrial swab samples collected at 7 and 21 DPP from 14 cows. DNA was extracted using the DNeasy Blood and Tissue following manufacturer’s directions for Gram positive bacteria (Qiagen Ltd., Crawley, UK). Briefly, pellets were suspended in 180 μl TE buffer supplemented with 0.2 % Triton X-100 and 20 mg/ml egg white lysozyme and incubated at 37 °C for 2 h. Proteinase K digestion of the sample was performed at 56 °C for 1 h. A further incubation at 90 °C for 5 min was included to help degrade the bacterial cell wall. AL buffer was added to the samples and loaded on the column. DNA was eluted in 50 μl. Extracted DNA was stored at −80 °C until further use. Amplification of the 16S rRNA genes was performed by nested PCR. First, a ~1.5 kb fragment was amplified (15 cycles) using primers 27 F-CM (5′-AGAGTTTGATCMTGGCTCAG) and 1492R (5′- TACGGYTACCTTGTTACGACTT) [74, 75]. The resulting amplicon was used as template for the generation of a ~1 kb fluorescently-labelled product using the 6FAM-27 F and U1052R (5′- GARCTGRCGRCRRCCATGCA) primers. Purified DNA was digested with *Msp*I following the manufacturer’s recommendations (New England Biolabs). DNA was then ethanol precipitated and resuspended in Hi-Di Formamide (final concentration 50 ng/μl) containing GeneScan-500 LIZ Size Standard (Applied Biosystems). Fragments were separated by capillary electrophoresis using a 3130*xl* capillary array (36 cm) in an ABI 3130*xl* Genetic Analyzer (Applied Biosystems). Fragment sizes were determined using GeneMapper v4.0 (Applied Biosystems). Merging of biological replicates and multiple alignment of T-RFLP profiles was performed with T-Align [76]. Only fragments present in both biological replicates and contributed at least 1 % of the total fluorescence signal were included in the analysis. Principal Coordinates Ordination (PCO) and Permanova analysis (999 permutations) were performed in Primer6 v6.1.13 and Permanova + v1.0.3 [77] based on the S17 Bray-Curtis similarity using square root transformed relative abundances obtained from the fluorescent signal of terminal restriction fragments.

### Additional material

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [78] and are accessible through GEO Series accession number GSE66827 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66827).

## Additional files

Additional file 1: Summary statistics for 30 mRNA and 20 miRNA libraries as well as RNA quality information.(XLSX 20 kb) Additional file 2: All differentially expressed gene lists for each comparison shown in Figure 2a (FDR < 0.1).(XLSX 987 kb) Additional file 3: KEGG pathway analysis of differentially expressed genes (FDR < 0.1).(XLSX 45 kb) Additional file 4: Significantly enriched GO terms in differentially expressed gene sets.(XLSX 1360 kb) Additional file 5: All differentially expressed miRNA lists for each comparison shown in Figure 2a (FDR < 0.1).(XLSX 88 kb) Additional file 6: Table S6. Significantly increased immune gene expression (Log2 FC >1.5, FDR >0.1) in CE samples at 21 DPP (DOCX 18 kb) Additional file 7: Table S7. Oligonucleotide primer sequences used for qRT-PCR validation.

# Supplementary material for: Integrated analysis of the local and systemic changes preceding the development of post-partum cytological endometritis
**Source:** BMC Genomics. 2015 Oct 19;16:811. doi: 10.1186/s12864-015-1967-5
**Supplement:** Additional file 6: Table S6. — Significantly increased immune gene expression (Log2 FC >1.5, FDR >0.1) in CE samples at 21 DPP

Table S6: Significantly increased immune gene expression (Log_2_ FC >1.5, FDR >0.1) in CE samples at 21 DPP

| **Gene symbol** | **Ensembl ID** | **Gene name** | **log_2_ FC** | **FDR** |
| --- | --- | --- | --- | --- |
| Cell surface receptors | | | | |
| *CD27* | ENSBTAG00000014725 | CD27 molecule | 2.47 | 0.000181 |
| *CD38* | ENSBTAG00000013569 | CD38 molecule | 1.99 | 0.004573 |
| *CD48* | ENSBTAG00000011238 | CD48 molecule | 1.61 | 0.000927 |
| *CD79A* | ENSBTAG00000001882 | CD79A antigen (immunoglobulin-associated alpha) | 2.46 | 0.000761 |
| *CD79B* | ENSBTAG00000044204 | CD79A antigen (immunoglobulin-associated beta) | 2.87 | 0.001189 |
| *CD80* | ENSBTAG00000018059 | CD80 molecule | 1.89 | 0.004777 |
| Chemokine ligands and receptors | | | | |
| *CCL20* | ENSBTAG00000021326 | Chemokine (C-C motif) ligand 20 | 2.84 | 0.003152 |
| *CCL22* | ENSBTAG00000017718 | Chemokine (C-C motif) ligand 22 | 1.92 | 0.017947 |
| *CCL24* | ENSBTAG00000026275 | Chemokine (C-C motif) ligand 24 | 1.90 | 0.074332 |
| *CXCL3* | ENSBTAG00000037778 | Chemokine (C-X-C motif) ligand 3 | 1.82 | 0.004449 |
| *CXCL6* | ENSBTAG00000009812 | Chemokine (C-X-C motif) ligand 6 | 3.20 | 4.18E-05 |
| *CXCL14* | ENSBTAG00000006694 | Chemokine (C-X-C motif) ligand 14 | 1.82 | 0.001391 |
| *CXCL17* | ENSBTAG00000018652 | Chemokine (C-X-C motif) ligand 17 | 3.02 | 0.037411 |
| *CXCR2* | ENSBTAG00000026753 | Chemokine (C-X-C motif) receptor 2 | 2.34 | 0.067343 |
| Cytokines and receptors | | | | |
| *IL1R2* | ENSBTAG00000006343 | Interleukin 1 receptor, type II | 5.99 | 1.38E-07 |
| *IL6* | ENSBTAG00000014921 | Interleukin 6 | 4.59 | 0.000212 |
| *IL10* | ENSBTAG00000006685 | Interleukin 10 | 1.66 | 0.015902 |
| *IL11* | ENSBTAG00000047400 | Interleukin 11 | 3.30 | 6.15E-05 |
| *IL18RAP* | ENSBTAG00000033748 | Interleukin 18 receptor accessory protein | 1.62 | 0.01238 |
| *IL20RB* | ENSBTAG00000008299 | Interleukin 20 receptor beta | 1.77 | 0.012088 |
| *IL21R* | ENSBTAG00000019567 | Interleukin 21 receptor | 1.33 | 0.013131 |
| *Antimicrobial peptides* | | | | |
| *DEFB5* | ENSBTAG00000034954 | Defensin, beta 5 | 1.58 | 0.080315 |
| *DEFB7* | ENSBTAG00000046144 | Defensin, beta 7 | 3.07 | 0.007787 |
| *DEFB405* | ENSBTAG00000035183 | Beta-defensin 10 | 3.80 | 2.33E-05 |
| *LAP* | ENSBTAG00000027225 | Lingual antimicrobial peptide | 3.07 | 0.020247 |
| *S100A2* | ENSBTAG00000037651 | S100 calcium binding protein A2 | 2.15 | 0.002316 |
| *S100A5* | ENSBTAG00000000644 | S100 calcium binding protein A5 | 2.89 | 2.61E-05 |
| *S100A8* | ENSBTAG00000012640 | S100 calcium binding protein A8 | 3.74 | 0.000896 |
| *S100A9* | ENSBTAG00000006505 | S100 calcium binding protein A9 | 3.92 | 0.000316 |
| *S100A12* | ENSBTAG00000012638 | S100 calcium binding protein A12 | 3.49 | 0.000847 |

# Supplementary material for: Integrated analysis of the local and systemic changes preceding the development of post-partum cytological endometritis
**Source:** BMC Genomics. 2015 Oct 19;16:811. doi: 10.1186/s12864-015-1967-5
**Supplement:** Additional file 7: Table S7. — Oligonucleotide primer sequences used for qRT-PCR validation.

Table S7: Oligonucleotide primer sequences used for qRT-PCR validation

| **Gene symbol** | **Ensembl ID** | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** |
| --- | --- | --- | --- |
| *IL1A* | ENSBTAG00000010349 | AGCCAGTGGGAAGATTCTGA | GCATTCCTGGTGGATGACTC |
| *IL1B* | ENSBTAG00000001321 | TCCACCTCCTCTCACAGGAAA | TACCCAAGGCCACAGGAA |
| *IL1R2* | ENSBTAG00000006343 | GGAGACAAGCTCCAGGCTCT | GAACCTTGTTTTGGGGTGCC |
| *IL6* | ENSBTAG00000014921 | CCAGAGAAAACCGAAGCTCTCAT | CCTTGCTGCTTTCACACTCATC |
| *IL17A* | ENSBTAG00000002150 | CGTTAACCGGAGCACAAACT | TCCCAGATCACAGAGGGGTA |
| *IL10* | ENSBTAG00000006685 | GAAGGACCAACTGCACAGCTT | AAAACTGGATCATTTCCGACAAG |
| *S100A9* | ENSBTAG00000006505 | GGGCACTATGACACCCTGAT | GTGTTGTGCATCTCCTCGTG |
| *HIF3A* | ENSBTAG00000018948 | AGTCATGGCGCTGGGACTAC | GGTAAGCCATGTCTCCCTCG |
| *IGFBP1* | ENSBTAG00000046768 | CAGCCCAGAGAATGTGTCCC | GTAGAGTTCTCGCTGGCAGG |
| *TDGF1* | ENSBTAG00000021119 | ATTGTTAGGGGCCACAGACC | GGAAGGCTGGTGACGAATTG |
| *SERPINB4* | ENSBTAG00000039037 | ATGCTGCAGAGGAAAGTCGA | GGTTCCACTGCCCTTTGAAG |
| *SAA1/2* | ENSBTAG00000022394 | CACAGGCCTCATTCTCTGCT | TCTGCACCCTTGTAGTTGGC |
| *CSF3* | ENSBTAG00000021462 | CTGAACCAACTACACGGCGG | CTCAGGGCTCAGCAAGGTAG |
| *DGAT2* | ENSBTAG00000001154 | AGTACATTGGCTTTGCCCCA | ACGTACATGGCGTGGTACAG |
| *PPIA* | ENSBTAG00000012003 | CCACCGTGTTCTTCGACAT | TCTGTGAAGCAGGAACCTTT |
|  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

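The deposited table holds mRNA sequencing counts of endometrial biopsies from 15 cows, 9 HC and 6 CE, with 1 library per cow at 7 DPP and 1 at 21 DPP. The authors estimated the distance between mates with TopHat, aligned the read pairs to the UMD assembly with Bowtie2, kept unique and concordant pairs, and counted them per Ensembl gene with HTSeq-count, and the deposited counts are whole numbers for 24616 genes. The groups were taken from the tags of the cows in Table S1 and the days from the sample records. The miRNA libraries, the blood values, the cytology and the qRT-PCR were not analysed here, since the count table holds none of them. No library was left out of the comparisons unless stated.

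From the counts, TMM size factors and counts scaled to library size (CPM) were computed, and genes above 1 CPM in all but 1 of the libraries of the smaller group of a comparison were tested. The 4 comparisons were CE against HC at 7 DPP and at 21 DPP, and 21 against 7 DPP within HC and within CE, each on the libraries of its 2 groups, and the interaction of group and day was tested on all 30 libraries. The test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.1. Settings tried beside it were RLE size factors, no filter and a stricter filter, an adjusted p under 0.05, edgeR's exact test with tagwise dispersions, its likelihood ratio test and its robust quasi-likelihood fit, DESeq2 1.42.0, limma voom with sample quality weights (limma 3.58.1), RIN as a covariate, all 4 groups in 1 fit, the cow as a block, and each cow left out in turn. Distances between libraries were taken over the 500 genes with the largest variance in log2 CPM, and differences of distances and of changes per cow were tested by exact permutation over cows or over exchanges of the 2 days within cows. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

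Each cow was sampled on both days, as the tags in the sample records show, so the comparisons between days are paired by cow. This was checked in the data. In 13 to 19 genes, picked for each cow on the other 14 cows as those with a correlation above 0.9 between the days and a range over 3 log2 CPM, the 2 libraries of a cow were nearest to each other in 14 of 15 cows. Over all genes, after removal of the mean of each group and day, the 2 libraries of a cow correlated at a median of 0.0412 and libraries of different cows at -0.00642, which does not tell pairs apart. The unpaired fit was kept as the first analysis, as set before the data were examined, with the cow as a block among the other settings.

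Ensembl IDs were given symbols through the study's tables, since the annotation at hand pairs none of them. The 33 gene lists used here were fixed before the counts were examined. Some of their members had by then been seen among the genes the paper calls, for example IHH, GLI1, DMPK, KCNMB1, KRT5 and AQP3. Counts over the lists are therefore not blind to the paper's results. The lists hold 905 gene names, of which 337 could be paired with an ID. In each comparison the text may name the genes that the paper names for it, the 10 named genes with the smallest p in each direction among those called, the 10 with the largest log2 FC in each direction among called genes whose groups do not overlap or that moved the same way in every cow, and the 5 members of each list with the smallest p. Values in the paper's tables had been seen in part when this rule was written.

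Totals of counts per library were 12943889 to 24016183. On simulated data with the means, library sizes and spread of each comparison, 100 genes were changed by each fold. The quasi-likelihood test recovered 64% of genes changed 2-fold and 87% of those changed 4-fold for CE against HC at 7 DPP (14804 genes). At 21 DPP it recovered 66% and 88% (14960 genes), between the days in HC 66% and 91% (14648 genes) and in CE 44% and 78% (14735 genes). Its false calls, of unchanged genes, were 12 at 7 DPP, 11 at 21 DPP, 18 in HC and 9 in CE. The exact test recovered 68% and 92% with 40 false calls at 7 DPP, and 44% and 84% with 30 in CE. At 21 DPP it made 29 false calls and in HC 30.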

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

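The tests of the labels of cow 809, of counts in single libraries and of RIN at the days of Table S1 were chosen after the results were seen. Within a group of cows, the gap between the highest or lowest library and the next, as a share of the range, was set against Dixon's 95% value. It exceeded that value in 36 groups, each counted once. The 374 checks count a group again for genes named in more than 1 comparison, so 9.63% understates the share. Chance gives about 1 in 20 for independent groups, but many checks share the same libraries, so this is only a rough guide.

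The 7 DPP library of HC cow 670 was far below the other 8 HC cows in 12 genes, 9 of them of macrophages and innate immunity, namely C3AR1 (0.747), CFP (0.529), CD68 (0.622), CD86 (0.692), CD163 (0.751), CARD9 (0.5258), TLR7 (0.645), KCNMB1 (0.499), IGFBP1 (0.576), ITGAM (0.676), MSR1 (0.716) and MMP7 (0.504), with a CD163 level of 3.55 against 7.51 to 8.82 log2 CPM. It was far above them in KRT14 (0.592), and its distance from the mean of the others was far from theirs (ratio 0.658). The 21 DPP library of CE cow 809 was far above the other 5 CE cows in KRT5 (0.677), KRT15 (0.682), COL17A1 (0.733) and CXCL17 (0.667), far below them in CCL22 (0.904), CTSK (0.626) and IHH (0.648), and far from them in its distance (ratio 0.768). The 21 DPP library of HC cow 728 was lowest in KCNMB1 (0.552), PLN (0.537), ATP2B1 (0.498) and RIMS1 (0.581) and highest in GLI1 (0.528) and RXRG (0.508). Other libraries far from the rest of their group were CE cow 462 at 21 DPP, highest in TMC8 (0.660) and CTSA (0.695), CE cow 812 at 21 DPP, highest in ARHGEF26 (0.765), and CE cow 727 at 21 DPP, lowest in DEFB5 (0.754). In HC they were cow 808 at 21 DPP, highest in CXCL17 (0.607) and IL1A (0.549), cow 803 at 7 DPP, highest in DEFB5 (0.599), and cow 802 at 7 DPP, highest in DGAT2 (0.601).

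Between the days in CE, 0 genes passed by edgeR's quasi-likelihood test (952 at an unadjusted p under 0.05, 31 by the exact test, 13 by the likelihood ratio test, 115 by DESeq2). A candidate explanation is that the 2 libraries of CE cow 809 carry each other's day. Of 69 genes whose 7 and 21 DPP levels do not overlap in the other 14 cows, its 7 DPP library lay on the 7 DPP side for 1.45% and its 21 DPP library on the 21 DPP side for 9 genes (13.0%), and with its days exchanged 1953 genes passed (493 with the cow as a block) while the same exchange in any other CE cow gave 0. A cow whose endometrium changed against the others would give the same values, and Table S1 exchanges the days of 9 other cows too, whose changes correlated at 0.122 to 0.539 with those of the 5 cows it does not exchange (cow 809 at -0.682), so this is left open and the labels were kept. Too few cows alone is excluded only for a change and spread like those of HC cows, since 6 HC cows gave at least 2678 genes. Those draws do not show what 6 CE cows could detect. Simulated 2-fold changes between the days in CE were recovered in 44%, so low power there is left open. A smaller transition in CE is left open too (exact permutation p = 0.0561, and 0.168 with the days of cow 809 exchanged). The paper also finds 45 miRNA between the days in CE, in libraries not analysed here.

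At 21 DPP 877 genes passed between CE and HC. RNA integrity, with RIN as recorded for each biopsy, does not account for them (760 genes passed with it as a covariate, RIN 7.82 ± 0.81 in CE and 7.61 ± 1.20 in HC, exact permutation p = 0.738), and neither does cow 809 alone (666 genes passed without it). With each RIN at the days of Table S1 the count was 0 (2958 at an unadjusted p under 0.05), but the median size of the log2 FC of the 877 genes moved only from 0.98 to 0.90 (median SE 0.26 and 0.27), so this explanation is left open. A biological difference between CE and HC endometrium remains a candidate. The paper assigned the groups by the immune cell infiltrate of the 21 DPP biopsies, the other part of which was sequenced. Higher leukocyte genes in CE on that day are therefore not independent of the grouping.

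At 7 DPP the exact test called 73 genes and the quasi-likelihood test 0 (765 at an unadjusted p under 0.05). In 55.6% of the genes called higher in CE a single library held over 50% of the CPM of the CE libraries, so high counts in single cows may account for a part of them. Whether such cows carry an early immune response was not tested. In the simulation of this comparison the exact test made 40 false calls beside 68 and 92 recovered genes. The quasi-likelihood test made 12 beside 64 and 87.

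Other assignments of the same libraries show which counts chance can give. For CE against HC at 21 DPP chance is unlikely. There 877 genes passed against at most 4 in 99 other assignments of cows to groups, and 1167 against 541 by the exact test. It is unlikely for the days in HC as well, with 5676 genes against at most 3404 in 99 other exchanges of days within cows. A few of those exchanges stay close to the real days. Both sets hold only a part of the possible assignments, so chance is not excluded. At 7 DPP chance cannot be called unlikely. There the exact test gave 73 genes or more in 14 of 100 assignments, the real one included, and up to 871. Between the days in CE, 15 of 32 exchanges gave 31 genes or more by the exact test, up to 1734, so it cannot be called unlikely there either. Where the quasi-likelihood test gave 0 genes, every other assignment gives as many, so these counts say nothing about chance (highest other count 0 at 7 DPP in 100 assignments, 1953 between the days in CE in 32, from the exchange of cow 809 alone, and 1435 for the interaction of group and day in 100).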

How the results depend on the processing

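Chosen after the results were seen were the leave-one-out exact tests, the spread without each HC cow, RIN at the days of Table S1, and the fits without cow 809 that name it alone. HC between days kept its count within 1.5 times the 5676 genes in every setting tried on all cows and in the quasi-likelihood test without each cow: 4291 at an adjusted p under 0.05, 4197 by the exact test, 5372 by the likelihood ratio test, 6294 by DESeq2, 5758 with the cow as a block, 5228 with the block and RIN, and 4707 to 5935 without each cow. The exact test without each cow gave 3346 (without HC cow 759) to 4572 (without HC cow 670), and draws of 6 HC cows 2678 to 5811. At 21 DPP the 877 genes became 83 at an adjusted p under 0.05, 581 with the stricter filter, 1389 by the likelihood ratio test, 1829 by DESeq2, 462 by limma voom, 387 with all 4 groups in 1 fit, 0 with RIN at the days of Table S1, and 0 (without CE cow 462 or HC cow 670) to 1816 (without CE cow 673). The exact test gave 575 (without CE cow 462) to 1605 (without CE cow 673). RLE size factors (861), no filter (700), the robust fit (840), RIN (760) and the exact test (1167) stayed within 1.5 times. At 7 DPP the count of 0 became 22 by the likelihood ratio test, 80 by DESeq2, 73 by the exact test and 0 to 1 (without CE cow 673), and the exact test gave 29 to 526 (without CE cow 727 and HC cow 670). In CE between days 0 became 13, 115 and 31 by the same 3 tests, 0 with the cow as a block, 156 with the block and without CE cow 809, and 0 to 654 (without CE cow 809), and the exact test gave 1 to 1098 (without CE cow 727 and 809). The interaction went from 0 to 33 by the likelihood ratio test, 69 by DESeq2 and 0 to 1 (without HC cow 670). The median log2 FC in CE of the HC genes was 0.37 with CE cow 809 left out of CE. For the named genes, of the settings fixed before the data were examined 3843 kept the call or its absence, 310 ended a call and 147 made one, of those chosen later 148, 48 and 7, and none turned a called direction. The block ended the calls of 3 of 80 named HC genes and the block with RIN those of 2. The cause of these changes was not tested, apart from the stricter threshold and the fewer genes and cows that some settings hold by construction. Rotation tests of gene lists (camera, fry) were planned and not run, since no list had 80% of its genes named (at most 76.0%). Simulated 2-fold changes were recovered least often between the days in CE (44%). The difference in spread between CE and HC at 7 DPP was 0.31 log2 CPM, and 0.20 (without HC cow 685) to 0.56 (without HC cow 670, exact permutation p = 0.0473). That permutation test mixes CE and HC cows and does not isolate spread.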

Differences from the paper's values

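The exact test and the other settings named here were set before the data were examined, apart from RIN at the days of Table S1, the spread without HC cow 670 and the values marked below, chosen after the results were seen. The counts below use the paper's adjusted p under 0.1. At 7 DPP the paper gives 73 genes between CE and HC, 54 higher in CE and 19 higher in HC, and edgeR's quasi-likelihood test gave 0, 0 and 0 (765 at an unadjusted p under 0.05). The exact test gave 73, 54 and 19. DESeq2 gave 80 and 45, within 1.5 times of the paper's first and second counts, and 35 genes higher in HC, which is not within 1.5 times. The likelihood ratio test gave 22, 15 and 7, the fit without CE cow 673 1, 0 and 1, and the fits with RLE size factors, no filter, the stricter filter, limma voom, the robust fit, RIN, all 4 groups in 1 fit and each other cow left out gave 0, so none of these reaches the paper's counts. Between the days in CE the paper gives 31 genes and the quasi-likelihood test gave 0 (952 at an unadjusted p under 0.05). The exact test gave 31. DESeq2 (115), the fit without CE cow 809 (654) and the cow as a block without CE cow 809, chosen after the results were seen (156), gave more than 1.5 times as many, the likelihood ratio test fewer (13) and the other settings 0, the cow as a block among them. The paper's counts of 1167 genes at 21 DPP and 4197 in HC are within 1.5 times of 877 and 5676, and the exact test gave 1167 and 4197. All 98 log2 FC values compared from Tables 1, 3 and S6 had the paper's sign and lay within 1 SE of it (largest difference 0.0213). Some genes stand in both Table 3 and Table S6, with a value for each comparison.

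Single genes that the paper calls did not all pass here. At 7 DPP none of those named in the text did, and all passed by the exact test. The genes were called by the likelihood ratio test for MASP1, PRSS27, TMPRSS11D, APOBEC3A, SLC7A10, POU2AF1, COL4A4, CYP26A1, NPPC, CD79A and CD79B (0.00900 to 0.0846), by DESeq2 for MASP1, PRSS27, APOBEC3A, SLC7A10, POU2AF1, COL4A4, CYP26A1, NPPC, MZB1, CD27, CD69, CD79A and CD79B (1.6e-04 to 0.0922), and by the exact test for MASP1, PRSS27, TMPRSS11D, APOBEC3A, SLC7A10, POU2AF1, COL4A4, CYP26A1, NPPC, IGSF10, IFI47, MZB1, CD27, CD69, CD79A and CD79B (9.5e-04 to 0.0461). At 21 DPP TDGF1 had adjusted p = 0.101, and CXCL17 log2 FC 3.02 (SE 1.28, adjusted p = 0.189), which turned to -1.33 without CE cow 809 and rose to 4.51 without HC cow 808. Of the genes of Table S6 and TDGF1, a call was made without CE cow 673 or HC cow 802 for TDGF1 and LAP (0.0738 to 0.0948), without CE cow 727 for DEFB5 (0.0883), without CE cow 809 or by limma voom for CCL22 (0.0422 and 0.0612), without HC cow 803 for TDGF1 and CCL22 (0.0927 and 0.0679), without HC cow 808 for CXCL17 and CXCR2 (0.0767 and 0.0675), by the likelihood ratio test for TDGF1, CCL22, CXCL17 and LAP (0.0144 to 0.0864), by DESeq2 for TDGF1, CCL22 and LAP (0.00225 to 0.0648), with RIN as a covariate for CXCR2 (0.0579), by the exact test for TDGF1, CCL22, CCL24, CXCL17, CXCR2, DEFB5 and LAP (0.00331 to 0.0802), and with all 4 groups in 1 fit for TDGF1 (0.0708). In HC between the days, among genes of Table 3 and the B cell receptor genes, a call was made without HC cow 670 or 720 for CD79A (0.0987 and 0.0638), without HC cow 802 for C9 (0.0971), without HC cow 808, with RIN as a covariate or with all 4 groups in 1 fit for HP and CXCR2 (0.0153 to 0.0846), with RLE size factors for CXCR2 (0.0981), by the likelihood ratio test or by DESeq2 for HP, CXCR2, CD79A and CD79B (0.0412 to 0.0993), by limma voom for CD79A and CD79B (0.0350 and 0.0421), with RIN at the days of Table S1 (chosen after seeing the data) for HP, CXCR2 and CD79A (0.0428 to 0.0854), by the exact test for C9, HP, CXCR2, CD79A and CD79B (0.0326 to 0.0942), and with the cow as a block or with the cow as a block and RIN for HP (0.0355 and 0.0512).

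Some statements of the paper rest on values that were less clear here. It describes a wide spread of the CE cows at 7 DPP and more variation between CE cows than HC cows. The mean distances ran the same way, 2.31 against 2.01 log2 CPM at 7 DPP and 2.18 against 1.71 at 21 DPP. The differences were not significant (exact permutation p = 0.390 and 0.411), apart from 7 DPP without HC cow 670 (0.0473). These permutations mix CE and HC cows, whose mean levels may differ, so they do not isolate spread and do not decide the point. It states that the transition of HC cows does not occur in CE, and elsewhere that it is arrested or delayed. Of the HC genes 82.3% had the same sign in CE, with a smaller median log2 FC (0.21 against 0.63), and the days of CE were not separated (pseudo-F 1.34, exact permutation p = 0.375). Without CE cow 809, chosen after the results were seen, these were 90.1%, 0.37 and 3.96 (exact permutation p = 0.0625, the smallest that 5 cows allow). By its qRT-PCR, a different method run on fewer of these cows, IL6 was higher in CE at 7 DPP. By sequencing of all cows it had log2 FC -1.30 (SE 1.25, adjusted p = 1.000) by edgeR, which turned to 0.23 without HC cow 670. IL17A was higher by qRT-PCR, and by sequencing it had log2 FC 3.42 (SE 1.20, adjusted p = 0.822) at 7 DPP (1.98 without CE cow 727).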

Other observations

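In this part the exchange of the days of CE cow 809 and the fits with RIN at the days of Table S1 were chosen after the results were seen. Of 9 tested genes of the hypoxia response 8 fell and 1 rose in HC between 7 and 21 DPP by edgeR's quasi-likelihood test, and in CE none passed, also when adjusted over the list alone. PFKFB3, which drives glycolysis, went from 124 ± 28.3 to 36.4 ± 19.3 CPM in HC (n = 9), log2 FC -1.90 (SE 0.28, adjusted p = 1.9e-04), HK2, a hexokinase, had log2 FC -2.27 (SE 0.48, adjusted p = 0.00229), and EGLN3, an oxygen sensor of the HIF pathway, log2 FC -2.60 (SE 0.43, adjusted p = 3.9e-04). In CE (n = 6) EGLN3 stood at 71.3 ± 29.9 CPM at 7 DPP and 77.3 ± 92.0 CPM at 21 DPP, where HC stood at 13.6 ± 9.22, and it was lower at 21 DPP in 4 of 6 CE cows. The interaction of group and day passed for none of the hypoxia genes over all genes, and for 1 in each direction over the list alone. IHH and its target GLI1 had log2 FC of 5.10 (SE 0.51, adjusted p = 1.1e-05) and 3.86 (SE 0.39, adjusted p = 1.1e-05) in HC, and RXRG, a retinoid receptor, 3.25 (SE 0.37, adjusted p = 2.3e-05), each higher at 21 DPP in all 9 cows. Of 9 tested hedgehog and steroid receptor genes 8 rose and 1 fell in HC, and in CE 3 of 8 were higher when adjusted over the list alone and none over all genes.

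Of 5 tested collagen genes 3 rose and none fell in HC. COL4A5 went from 20.6 ± 13.0 to 253 ± 237 CPM, log2 FC 3.56 (SE 0.55, adjusted p = 2.4e-04), COL4A6 had log2 FC 3.86 (SE 0.63, adjusted p = 3.7e-04), and PTGIS, which makes prostacyclin, log2 FC 2.02 (SE 0.31, adjusted p = 2.1e-04) by edgeR (n = 9). Of 10 tested genes of prostaglandin synthesis 5 rose and 5 fell. CCNB1, a cyclin of dividing cells, rose from 2.44 ± 1.37 to 16.2 ± 10.1 CPM, log2 FC 2.61 (SE 0.43, adjusted p = 3.8e-04), and of 5 tested genes of cell proliferation 2 rose. At 21 DPP MD2, the partner of TLR4 in binding LPS, stood at 51.0 ± 6.52 CPM in CE and 34.9 ± 4.23 CPM in HC, log2 FC 0.67 (SE 0.12, adjusted p = 0.0482), PTGER4, a receptor of prostaglandin E, had log2 FC 0.89 (SE 0.19, adjusted p = 0.0492), and ST3GAL1, a sialyltransferase, log2 FC 1.11 (SE 0.20, adjusted p = 0.0482). None of these 3 passed without CE cow 462 (adjusted p 0.142 to 0.145) or HC cow 670 (0.112), or with RIN taken at the days of Table S1, a fit chosen after seeing the data (0.107 to 0.120).

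The difference between the change in CE and that in HC was tested for single genes by the interaction of group and day in edgeR. It had a log2 FC of 1.97 (SE 0.55, adjusted p = 0.355) for CD14, 5.90 (SE 1.78, adjusted p = 0.409) for IL6, 3.79 (SE 1.52, adjusted p = 0.458) for IL1R2 and -4.65 (SE 1.20, adjusted p = 0.337) for HIF3A, so none passed over all genes, though the HC change of each did. For IL6 it fell to 3.49 without CE cow 809, and for IL1R2 to 2.43 without CE cow 462. CD14 in CE went from 499.9 ± 330.4 to 219.6 ± 89.0 CPM and was lower at 21 DPP in 3 of 6 cows. When adjusted over the list alone, the interaction was positive for 15 of 19 macrophage and monocyte genes and 12 of 21 genes of stratified squamous epithelium, and negative for 14 of 17 smooth muscle genes, lists whose IDs were named mainly through genes the study called. SGSH, a lysosomal sulfatase, was lower at 21 DPP in all 6 CE cows, log2 FC -0.60 (SE 0.15, adjusted p = 0.626). It passed without CE cow 809 or by DESeq2 (0.0934 and 0.0682). With the days of CE cow 809 exchanged, as a test of its labels, CE against HC gave 0 genes at 7 DPP (100 by the exact test) and 975 at 21 DPP (1106), and the interaction 0, as given under the candidate explanation above.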
